# The fate of early perichondrial cells in developing bones

**DOI:** 10.1038/s41467-022-34804-6

**Published:** 2022-11-28

**Authors:** Yuki Matsushita, Angel Ka Yan Chu, Chiaki Tsutsumi-Arai, Shion Orikasa, Mizuki Nagata, Sunny Y. Wong, Joshua D. Welch, Wanida Ono, Noriaki Ono

**Keywords:** Bone development, Cartilage development, Differentiation

## Abstract

In endochondral bone development, bone-forming osteoblasts and bone marrow stromal cells have dual origins in the fetal cartilage and its surrounding perichondrium. However, how early perichondrial cells distinctively contribute to developing bones remain unidentified. Here we show using in vivo cell-lineage analyses that Dlx5^+^ fetal perichondrial cells marked by *Dlx5-creER* do not generate cartilage but sustainably contribute to cortical bone and marrow stromal compartments in a manner complementary to fetal chondrocyte derivatives under the regulation of Hedgehog signaling. Postnatally, Dlx5^+^ fetal perichondrial cell derivatives preferentially populate the diaphyseal marrow stroma with a dormant adipocyte-biased state and are refractory to parathyroid hormone-induced bone anabolism. Therefore, early perichondrial cells of the fetal cartilage are destined to become an adipogenic subset of stromal cells in postnatal diaphyseal bone marrow, supporting the theory that the adult bone marrow stromal compartments are developmentally prescribed within the two distinct cells-of-origins of the fetal bone anlage.

## Abstract (web summary)

In endochondral bone development, bone-forming osteoblasts and bone marrow stromal cells have dual origins in the fetal cartilage and its surrounding perichondrium. Here they show that perichondrial cells are destined to become adipocyte-biased stromal cells, indicating that marrow stromal compartments are defined by their cells of origin.

## Introduction

Bones are incredibly malleable organs capable of growing exponentially in early life and maintaining their structures and functions throughout life. The inherent flexibility of bones is endowed at least in part by the unique property of bone-forming osteoblasts that can be generated from multiple cellular origins^1–6^. Most bones in mammals are formed through the endochondral pathway, in which initial cartilage templates established in a vasculature-free environment are gradually replaced by bones associated with invading vasculature^7^. The two most developmentally important cellular sources of endochondral bones lie in the cartilage template proper and its surrounding perichondrium. It is now commonly accepted that fetal chondrocytes within cartilage templates can transform into osteoblasts and marrow stromal cells to establish the nascent marrow space^2,5,8–10^. Cells in the perichondrium are equally important, as these cells can contribute both to the cortical bone and the marrow space^11^. The partnership between the cartilage template and the perichondrium provides the anatomical foundation of endochondral bones, ultimately establishing diverse compartments in postnatal long bones.

The perichondrium is composed of multiple layers of elongated fibroblasts in a vasculature-rich environment. Cells constituting the perichondrium of the fetal cartilage are not completely defined. The osteogenic perichondrium is the inner layer of the perichondrium where the first osteoblasts appear in endochondral bones^12^. The formation of osteoblast precursor cells in the osteogenic perichondrium is executed at least in part due to the actions of Indian Hedgehog (Ihh) released from adjacent pre-hypertrophic chondrocytes^13^. Osterix (Osx)-expressing cells are located in the innermost layer of the perichondrium and represent the committed precursor cells of the osteoblast lineage. Osx^+^ cells translocate into the nascent marrow space, and their descendants eventually populate the area as osteoblasts and marrow stromal cells^4^. Importantly, these Osx^+^ cell derivatives are transient, and eventually disappear from the perichondrium and the marrow space in subsequent postnatal stages. The identity of earlier perichondrial cells that constantly replace Osx^+^ cells in the perichondrium remain unidentified.

Previous studies reported several constitutively active *cre* and inducible *creER* lines that can target perichondrial cells, including *Prrx1-creER*^14^, *Hoxa11-creER*^15,16^, *Sox9-creER*^17^, *Axin2-creER*^18^*, Ctsk-cre*^19^, and *Fsp1-cre*^20,21^. While these studies substantially contributed to the field, these reported lines may have potential limitations. In particular, these *creER* lines also mark at least some of chondrocytes within the growth plate. Moreover, *Hoxa11-creER* is active exclusively in the zeugopod bones (ulna, radius, tibia, and fibula)^15^, while *Sox9-creER* is specific to perichondrial cells exclusively in the rib cartilage^17^. Additionally, the constitutively active *cre* lines lack temporal control and have activities in other cell types, such as osteoclasts (*Ctsk-cre*) and other fibroblasts (*Fsp1-cre*). Therefore, a perichondrial cell-specific inducible mouse genetic tool would facilitate the understanding of the function of early perichondrial cells.

In this study, we aimed to achieve two major goals. First, we sought to define the identity of as-yet unidentified early perichondrial cells that can provide a perpetual source of osteoblasts and marrow stromal cells, using a combination of single-cell RNA-seq analyses and in vivo lineage-tracing approaches. Second, we sought to define how these identified early perichondrial cells contribute postnatally to functionally distinct compartments of developing bones, including the cortical bone and the bone marrow, and to determine whether osteoblasts and bone marrow stromal cells derived from the two cells-of-origins have distinct features and functions, using comparative in vivo lineage-tracing approaches. The cell type-specific *creER* lines – *Dlx5-creER* for early fetal perichondrial cells and *Fgfr3-creER* for fetal chondrocytes – highlight distinctive cell fates and contributions of the two cell types. Our findings support the theory that the adult bone marrow stromal compartments are developmentally prescribed within the two distinct cells-of-origins of the fetal cartilage.

## Results

### Putative cells-of-origins of the fetal cartilage

First, to discover the putative cellular origins of the fetal cartilage, we performed single-cell RNA-sequencing (scRNA-seq) analyses of the chondrocyte-perichondrial cell lineage at embryonic day (E) 13.5 in mice. Both perichondrial cells and chondrocytes at the fetal stage can be fate-mapped by a *cre* recombinase driven by a *Col2a1* promoter (*Col2a1-cre*)^22^ (Fig. 1a). We dissociated limb mesenchymal cells of *Col2a1-cre*; *R26R*^tdTomato^ mice at E13.5, and profiled fluorescence-activated cell sorting (FACS)-isolated Col2a1^cre^-tdTomato^+^ cells using the 10X Chromium Single-Cell Gene Expression Solution platform (Fig. 1b, c and Supplementary Fig. 1a). Louvain community detection after cell cycle regression revealed 9 clusters (Fig. 1d), including three clusters of chondrocytes abundant in *Sox9* (Cluster 0,1,2; Fig. 1e and Supplementary Fig. 1b, see also Fig. 1a for immunostaining) and two clusters of perichondrial cells abundant in *Prrx1* (Cluster 4,5).

**Fig. 1:**
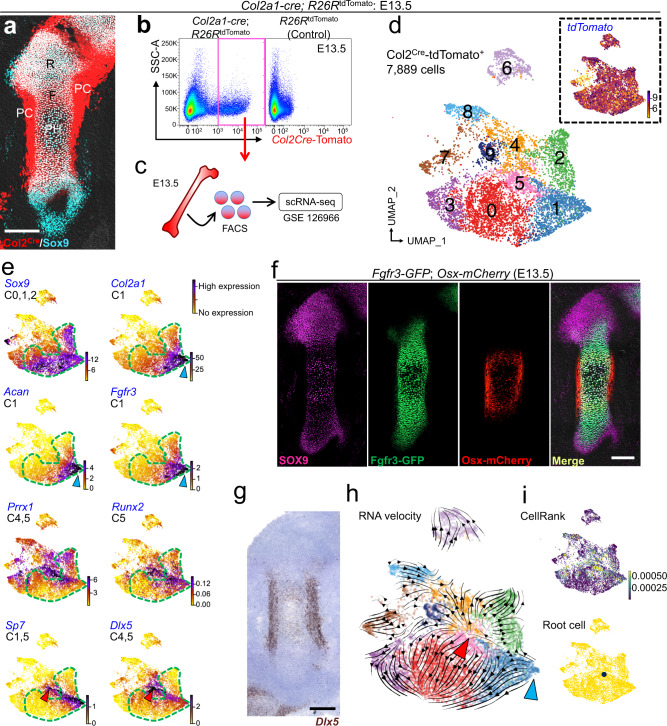
Single-cell RNA-seq identifies a perichondrial cluster as a putative cell origin in the fetal cartilage. **a**–**e** Single-cell RNA-seq analysis of *Col2a1-cre*-marked chondrocytes and perichondrial cells at E13.5. **a**: *Col2a1-cre*; *R26R*^tdTomato^ femur immunostained for SOX9. R round layer, F flat layer, PH prehypertrophic layer, PC perichondrium, Grey DIC. Scale bar: 200 µm. *n* = 3 mice. **b**, **c** FACS (**b**) and scRNA-seq (**c**) strategy for Col2a1^cre^-tdTomato^+^ cells (red box). Shown are cells isolated from *Col2a1-cre*; *R26R*^tdTomato^ limbs (left) or *R26R*^tdTomato^ control limbs (right). **d** UMAP plot of major classes of Col2a1^cre^-tdTomato^+^ cells (Cluster 0 – 9, 7,889 cells). Pooled from *n* = 5 mice. Dotted box: Feature plot of *tdTomato*. **e** Feature plots of representative genes enriched in each cluster. Cluster 0,1,2: *Sox9*^+^ (green dotted contour), Cluster 1: *Col2a1*^+^, *Acan*^+^, *Fgfr3*^+^, Cluster 1,5: *Sp7*^+^, Cluster 4,5: *Prrx1*^+^, *Dlx5*^+^, Cluster 5: *Runx2*^+^. Violet: high expression, yellow: low expression. **f** *Fgfr3-GFP*; *Osx-mCherry* femur immunostained for SOX9. Scale bar: 200 µm. *n* = 4 mice. **g** RNAScope analyses of *Dlx5*. Scale bar: 200 µm. *n* = 4 mice. **h** RNA velocity analysis. Dynamical model-based RNA velocity vectors superimposed on the UMAP plot. The origins of black arrows represent the inferred initial states, namely Cluster 1 (blue arrowhead) and Cluster 5 (red arrowhead). **i** Initial state and root cell inference. Top: colored by GPCCA-based, CellRank-computed initial state probability. Violet indicates low probability while yellow indicates high probability. Bottom: Cluster 5 is the inferred root cell population.

The fetal chondrocyte-perichondrial cell lineage was largely contiguous and shared an overlapping set of marker genes. Of the chondrocyte clusters, cells in Cluster 1 were enriched for *Col2a1*, *Fgfr3*, *Acan*, *Ihh*, and *Sp7*, representing relatively mature chondrocytes (Fig. 1e). Among the perichondrial cell clusters, cells in Cluster 5 were enriched for *Runx2* and *Sp7*, representing perichondrial cells partially committed to the osteoblast lineage^4,23^. Both *Dlx5* and *Prrx1* were enriched in Cluster 4 and 5. *Dlx5* is an upstream regulator of Runx2^24^ and a co-factor of Sp7 (also known as osterix, Osx)^25^. *Dlx5* was enriched both in Cluster 4 and 5, identified as the most significantly differentially expressed gene in Cluster 5 and most abundantly expressed at the border of Cluster 4 and 5 (Fig. 1e). In contrast, *Prrx1* was diffusely expressed in other clusters including chondrocytes (Fig. 1e), indicating *Dlx5* might serve as a reliable cell type-specific marker for early perichondrial cells.

We further examined in vivo expression patterns of potential cell type-specific genes that we identified above using independent approaches, including *Fgfr3-GFP;* *Sp7(Osx)-mCherry* double transgenic reporters, RNAscope assays and SOX9 immunostaining. Importantly, SOX9 proteins and Fgfr3-GFP (MMRRC:031901) activities were essentially confined to fetal chondrocytes within cartilage templates, with Fgfr3-GFP^+^ cells representing a more differentiated subset of SOX9^+^ cells located toward the center of the cartilage template (Fig. 1f). Osx-mCherry activities were observed not only in the perichondrium but also in the cartilage template representing an even more differentiated subset of SOX9^+^Fgfr3-GFP^+^ chondrocytes. Additionally, while *Col2a1* mRNA was almost exclusively expressed within the cartilage template, *Dlx5* mRNA was predominantly expressed in the perichondrium (Fig. 1g and Supplementary Fig. 1c). Therefore, these in vivo gene expression patterns are concordant with our cluster designation of chondrocytes and perichondrial cells in the scRNA-seq dataset.

To predict the putative cells-of-origins in the fetal cartilage and the perichondrium, we subsequently performed RNA velocity analysis^26^. Two putative cells-of-origins were computationally predicted; (1) the edge of Cluster 1 corresponding to relatively mature chondrocytes, and (2) the midpoint between Clusters 4 and 5 corresponding to relatively immature perichondrial cells (Fig. 1h). Tracing these velocity vectors backward using CellRank inferred Cluster 5 as a putative origin for the differentiation process (Fig. 1i).

Therefore, these computational analyses revealed that perichondrial cells immediately outside of the osteogenic perichondrium might provide a putative cell-of-origin of the fetal chondrocyte-perichondrial cell lineage. We focused on *Dlx5* and *Fgfr3* as markers for early perichondrial cells and fetal chondrocytes, respectively, in subsequent in vivo lineage-tracing studies.

### Dlx5^+^ ePCs: Dlx5-creER marks early perichondrial cells

We utilized tamoxifen-inducible *Dlx5-creER*^27^ and *Osx-creER*^4^ lines to mark fetal perichondrial cells and an *Fgfr3-creER* P1-derived artificial chromosome (PAC) transgenic line^28^ to mark fetal chondrocytes. These lines were crossed with *R26R*^*tdTomato*^ and *Col1a1(2.3* *kb)-GFP* reporters, and to visualize the corresponding cell types, the triple transgenic mice were pulsed at E12.5 and analyzed after 24 h at E13.5.

We first defined the characteristics of cells marked by *Dlx5-creER*, *Osx-creER* and *Fgfr3-creER* at this stage (Dlx5^CE^-E12.5, Osx^CE^-E12.5 and Fgfr3^CE^-E12.5 cells, respectively). Dlx5^CE^-E12.5 cells were located in the outer perichondrium, which was outside of the SOX9^+^ cartilage template and Col1a1(2.3 kb)-GFP^+^ osteogenic perichondrium; in fact, Dlx5^CE^-E12.5 cells only minimally overlapped with SOX9^+^ or Col1a1(2.3 kb)-GFP^+^ cells (Fig. 2a). Importantly, Dlx5^CE^-E12.5 cells did not overlap with MYH3^+^ skeletal muscle cells or EMCN^+^ endothelial cells, demonstrating their perichondrial identities (Fig. 2b). In contrast, Osx^CE^-E12.5 cells occupied the inner perichondrium, and adjoined or overlapped with Col1a1(2.3 kb)-GFP^+^ cells (Fig. 2a, c). Additionally, many Osx^CE^-E12.5 cells were located within the pre-hypertrophic layer of cartilage templates as reported previously^4^. Fgfr3^CE^-E12.5 cells were located within cartilage templates but not in the outer perichondrium (Fig. 2a).

**Fig. 2:**
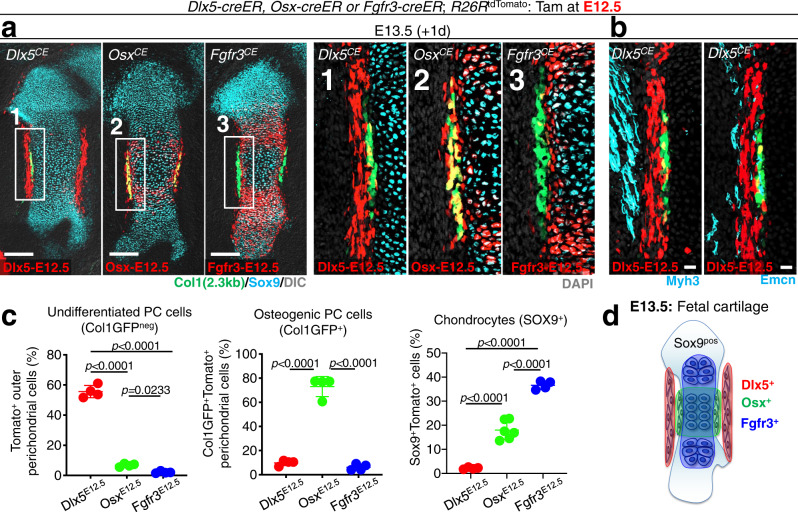
*Dlx5-creER* marks early perichondrial cells of the fetal cartilage. **a**–**d** Localization of Dlx5-creER^+^, Osx-creER^+^, or Fgfr3-creER^+^ cells at E13.5 (pulsed at E12.5), visualized by *cre*-inducible *R26R*^tdTomato^ reporter, with *Col1a1(2.3* *kb)-GFP* reporters to mark osteoblasts. **a** E13.5 cartilage template immunostained for SOX9. Left panels: Scale bar: 200 µm. Right panels: magnified view of the boxed areas (1–3). *n* = 4 mice per each group. **b** *Col1a1(2.3* *kb)-GFP*; *Dlx5-creER*; *R26R*^tdTomato^ perichondria at E13.5, immunostained for MYH3 (skeletal muscles, left) or EMCN (endothelial cells, right). Grey: DAPI. Scale bar: 20 µm. *n* = 4 mice per each group. **c** Quantification of Dlx5-creER^+^, Osx-creER^+^, or Fgfr3-creER^+^tdTomato^+^ cells. Left: percentage of tdTomato^+^ cells among Col1a1-GFP^neg^ perichondrial cells. Center: percentage of Col1a1-GFP^+^tdTomato^+^ cells among Col1a1-GFP^+^ osteogenic perichondrial cells. Right: percentage of SOX9^+^tdTomato^+^ cells among SOX9^+^ chondrocytes. *n* = 4 mice per each group. Two-tailed, one-way ANOVA followed by Tukey’s post-hoc test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. **d** *Dlx5-creER* and *Fgfr3-creER* can mark mutually exclusive cell populations in the fetal perichondrium and cartilage template, respectively, whereas *Osx-creER* marks cells that overlap with those two cell types. Source data are provided as a Source Data file.

We further quantified Dlx5^CE^-E12.5, Osx^CE^-E12.5 and Fgfr3^CE^-E12.5 tdTomato^+^ cells in the perichondrium and the cartilage template. First, we quantified Col1a1(2.3 kb)-GFP^neg^tdTomato^+^ perichondrial cells in the outer perichondrium. Dlx5^CE^-E12.5 cells accounted for approximately half of Col1a1-GFP^neg^ perichondrial cells (55.6 ± 4.0%), while Osx^CE^-E12.5 or Fgfr3^CE^-E12.5 cells overlapped only minimally with these cells (Osx^CE^-E12.5: 6.8 ± 1.0%, Fgfr3^CE^-E12.5: 2.1 ± 0.7%, Fig. 2c, left panel). Second, we quantified Col1a1(2.3 kb)-GFP^+^tdTomato^+^ osteogenic perichondrial cells in the inner perichondrium. A majority of osteogenic perichondrial cells was composed of Osx^CE^-E12.5 cells (73.1 ± 9.5%), while Dlx5^CE^-E12.5 or Fgfr3^CE^-E12.5 cells were minimally present in this area (Dlx5^CE^-E12.5: 9.9 ± 0.7%, Fgfr3^CE^-E12.5: 6.2 ± 2.6%, Fig. 2c, center panel). Third, we quantified SOX9^+^tdTomato^+^ chondrocytes in the cartilage template proper. As expected, Fgfr3^CE^-E12.5 cells constituted a substantial fraction of SOX9^+^tdTomato^+^ chondrocytes, and Osx^CE^-E12.5 cells composed a smaller but a sizable fraction of these cells. In contrast, virtually no Dlx5^CE^-E12.5 cells constituted these chondrocytes (Dlx5^CE^-E12.5: 2.2 ± 0.4%, Osx^CE^-E12.5: 18.0 ± 3.9%, Fgfr3^CE^-E12.5: 36.6 ± 1.8%^,^ Fig. 2c, right panel).

Therefore, *Dlx5-creER* can preferentially mark Col1a1-GFP negative cells in the outer perichondrium, which are distinct from osteogenic perichondrial cells or chondrocytes marked by *Osx-creER* or *Fgfr3-creER*, respectively. In other words, *Dlx5-creER* and *Fgfr3-creER* can mark mutually exclusive cell populations in the fetal perichondrium and cartilage template, respectively, whereas *Osx-creER* marks cells that overlap with those two cell types (Fig. 2d).

### Dlx5^+^ ePCs contribute to cortical bone and marrow stroma

Subsequently, we traced the fate of Dlx5-creER^+^ early perichondrial cells during the formation of the primary ossification center. After 3 days of chase at E15.5, Dlx5^CE^-E12.5 cells expanded and contributed to the perichondrium and the newly formed bone collar (periosteum), while only minimally contributing to the marrow space (Fig. 3a-1). In contrast, Osx^CE^-E12.5 and Fgfr3^CE^-E12.5 cells populated the nascent marrow space in large numbers (Fig. 3a–2,3), indicating that the nascent marrow space may be initially occupied by the cells derived from the cartilage template. The apparently higher contribution of Osx^CE^-E12.5 cells to the marrow space than that of Fgfr3^CE^-E12.5 cells at this stage likely reflects the fact that *Osx-creER* marks pre-hypertrophic and hypertrophic chondrocytes that can promptly move into the marrow space, while *Fgfr3-creER* marks proliferating chondrocytes that take some time to move into the marrow space. Importantly, Osx^CE^-E12.5 cells disappeared from the perichondrium and the pre-hypertrophic layer after translocation (Fig. 3a-2), while Fgfr3^CE^-E12.5 cells expanded within the cartilage template (Fig. 3a-3), highlighting that *Fgfr3-creER* can mark chondroprogenitor cells whereas *Osx-creER* marks pre-hypertrophic chondrocytes with transient nature.

**Fig. 3:**
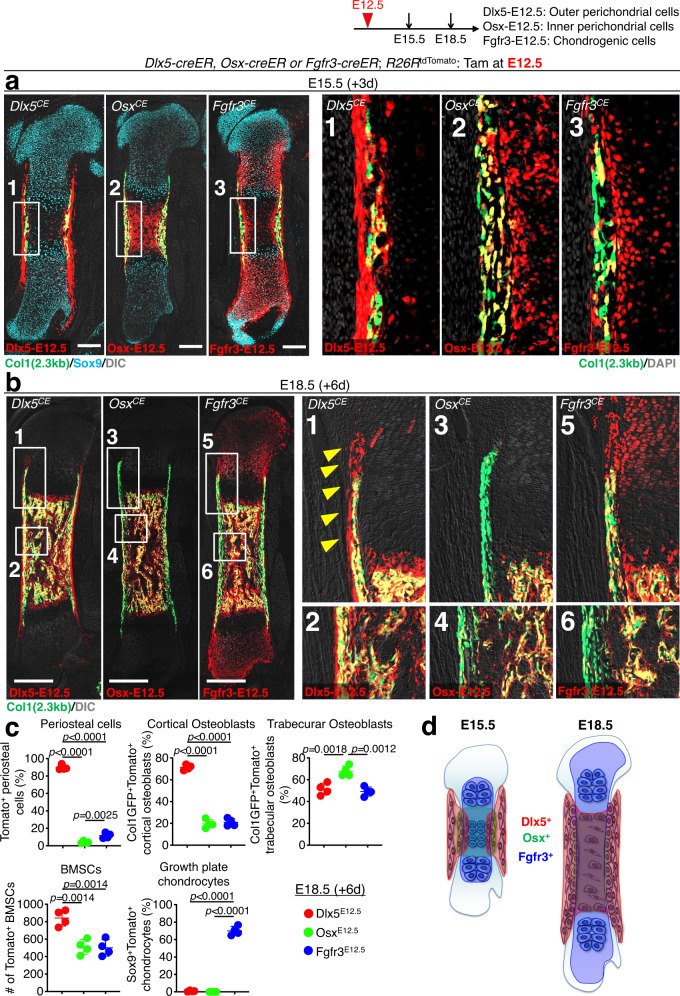
Dlx5-creER^+^ early perichondrial cells contribute to both cortical and marrow stromal compartment. **a**–**c** Cell-fate analysis of Dlx5-creER^+^, Osx-creER^+^, or Fgfr3-creER^+^ cells at E15.5 (pulsed at E12.5), visualized by *cre*-inducible *R26R-*tdTomato reporter, with *Col1a1(2.3* *kb)-GFP* reporters for osteoblasts. **a** E15.5 whole femurs. Scale bar: 200 µm. Right panels: magnified view of the boxed areas. *n* = 4 mice per each group. **b** E18.5 whole femurs. Right panels: magnified view of the boxed areas showing perichondrium, growth plate and bone collar. Arrowhead: groove of Ranvier and periosteum. Scale bar: 500 µm. *n* = 4 mice per each group. **c** Quantification of lineage-marked tdTomato^+^ cells. Upper left: percentage of tdTomato^+^ cells among total periosteal cells. Upper center: percentage of Col1a1-GFP^+^tdTomato^+^ cells among Col1a1-GFP^+^ cortical osteoblasts. Upper right: percentage of Col1a1-GFP^+^tdTomato^+^ cells among Col1a1-GFP^+^ trabecular osteoblasts. Lower left: number of tdTomato^+^ BMSCs. Lower right: percentage of SOX9^+^tdTomato^+^ cells among SOX9^+^ growth plate chondrocytes. *n* = 4 mice per each group. Two-tailed, one-way ANOVA followed by Tukey’s post-hoc test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. **d** Diagram depicting lineage contribution of Dlx5-creER^+^, Osx-creER^+^, and Fgfr3-creER^+^ cells in fetal endochondral bone development, at E15.5 and E18.5. Source data are provided as a Source Data file.

After 6 days of chase at E18.5, when the marrow space expanded further and hematopoiesis was established, Dlx5^CE^-E12.5 cells contributed to trabecular bone osteoblasts and marrow stromal cells (Fig. 3b-2). Dlx5^CE^-E12.5 cells also expanded in the periosteum and the perichondrium, contributing to the groove of Ranvier (Fig. 3b-1, arrowheads) and the cortical bone. In contrast, Fgfr3^CE^-E12.5 cells continued to contribute to the marrow space, the growth plate cartilage and part of the perichondrium (Fig. 3b-5,6). Importantly, Osx^CE^-E12.5 cells continued to contribute to the marrow space but not to the perichondrium (Fig. 3b-3,4), underscoring their transient nature in the perichondrium as reported previously^29^.

Additionally, we defined the presumed migratory path of Dlx5^CE^-E12.5 cells from the perichondrium to the marrow space by analyzing serial time points from E13.5 to E18.5. Consistent with our findings described above, Dlx5^CE^-E12.5 cells expanded within the Col1a1-GFP^neg^ outer domain of the perichondrium for two days (Supplementary Fig. 2a, b), and subsequently started to move laterally to the Col1a1-GFP^+^ osteogeonic perichondrium after 3 days of chase at E15.5 (Supplementary Fig. 2c). After 4 days of chase at E16.5, Dlx5^CE^-E12.5 cells moved further laterally toward the nascent marrow space and massively expanded therein, and progressively differentiated into Col1a1(2.3 kb)-GFP^+^ osteoblasts of the trabecular and cortical compartments (Supplementary Fig. 2d–f). These findings demonstrate that Dlx5^+^ perichondrial cells can travel laterally to enter the marrow space.

We further quantified Dlx5^CE^-E12.5, Osx^CE^-E12.5 and Fgfr3^CE^-E12.5 tdTomato^+^ cells at E18.5 in various bone compartments established by this stage. First, we quantified tdTomato^+^ cells in the periosteum. Dlx5^CE^-E12.5 cells occupied essentially the entire periosteum (89.7 ± 2.9%), while Osx^CE^-E12.5 or Fgfr3^CE^-E12.5 cells were only minimally present in this area (Osx^CE^-E12.5: 4.1 ± 1.3%, Fgfr3^CE^-E12.5: 11.7 ± 3.1%, Fig. 3c, upper left). Second, we quantified Col1a1(2.3 kb)-GFP^+^tdTomato^+^ osteoblasts in the cortical bone. Dlx5^CE^-E12.5 cells contributed to a large majority of cortical bone osteoblasts (periosteal and endosteal osteoblasts, 71.4 ± 2.5%), while Osx^CE^-E12.5 or Fgfr3^CE^-E12.5 cells contributed to a much smaller fraction of these cells (Osx^CE^-E12.5: 19.6 ± 3.8%, Fgfr3^CE^-E12.5: 21.0 ± 3.5%, Fig. 3c, upper center), indicating that a majority of cortical bone osteoblasts are derived from Dlx5^+^ perichondrial cells. Third, we quantified Col1a1(2.3 kb)-GFP^+^tdTomato^+^ osteoblasts in the trabecular bone. Importantly, Dlx5^CE^-E12.5 perichondrial cells and Fgfr3^CE^-E12.5 chondrocytes contributed to an equivalent fraction of trabecular bone osteoblasts (Dlx5^CE^-E12.5: 51.3 ± 5.4%, Fgfr3^CE^-E12.5: 49.2 ± 4.2%, Fig. 3c, upper right), indicating that trabecular bone osteoblasts at this stage might be equally derived from the two cells-of-origins of Dlx5^+^ perichondrial cells and Fgfr3^+^ chondrocytes. We also found that Osx^CE^-E12.5 cells contributed to a large fraction of these cells at this stage (67.9 ± 4.8%), indicating that Osx^CE^-E12.5 cells overlap extensively both with Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells. Fourth, we quantified tdTomato^+^ bone marrow stromal cells (BMSCs) within the marrow space. Dlx5^CE^-E12.5 cells contributed to a higher number of BMSCs in the marrow space than the other cell types do (Dlx5^CE^-E12.5: 842.7 ± 91.9 cells, Osx^CE^-E12.5: 511.0 ± 84.8 cells, Fgfr3^CE^-E12.5: 500.0 ± 94.0 cells, Fig. 3c, lower left), indicating that Dlx5^+^ early perichondrial cells may preferentially contribute to marrow stromal cells. Fifth, we quantified SOX9^+^tdTomato^+^ chondrocytes with the growth plate. As expected, only Fgfr3^CE^-E12.5 cells, but not Dlx5^CE^-E12.5 or Osx^CE^-E12.5 cells, contributed to growth plate chondrocytes at this stage (Fgfr3^CE^-E12.5: 70.0 ± 5.1%, Dlx5^CE^-E12.5: 1.0 ± 0.7%, Osx^CE^-E12.5: 0%, Fig. 3c, lower right), demonstrating that Dlx5^+^ early perichondrial cells do not become growth plate chondrocytes.

Therefore, trabecular bone osteoblasts and BMSCs within the marrow space have dual origins in the fetal perichondrium and the cartilage template among Dlx5-creER^+^ cells and Fgfr3-creER^+^ cells, respectively, while Osx-creER^+^ cells overlap with these cell types. In contrast, periosteal cells are almost entirely formed from the outer perichondrium, and growth plate chondrocytes are entirely formed from the cartilage template (Fig. 3d).

### Dlx5^+^ ePCs regulate marrow formation via Hedgehog pathway

We next investigated molecular mechanisms that coordinate the differentiation of Dlx5-creER^+^ perichondrial cells and Fgfr3-creER^+^ fetal chondrocytes to achieve the formation of the bone marrow space. To this end, we performed additional computational analyses by CellChat^30^ on our scRNA-seq dataset (Figs. 1 and 4 red dotted area) to unravel intercellular interactions. This analysis can identify the signaling pathways regulating the two cells-of-origins present in the fetal cartilage, namely, *Fgfr3*^+^ Cluster 1 and *Dlx5*^+^ Cluster 5.

**Fig. 4:**
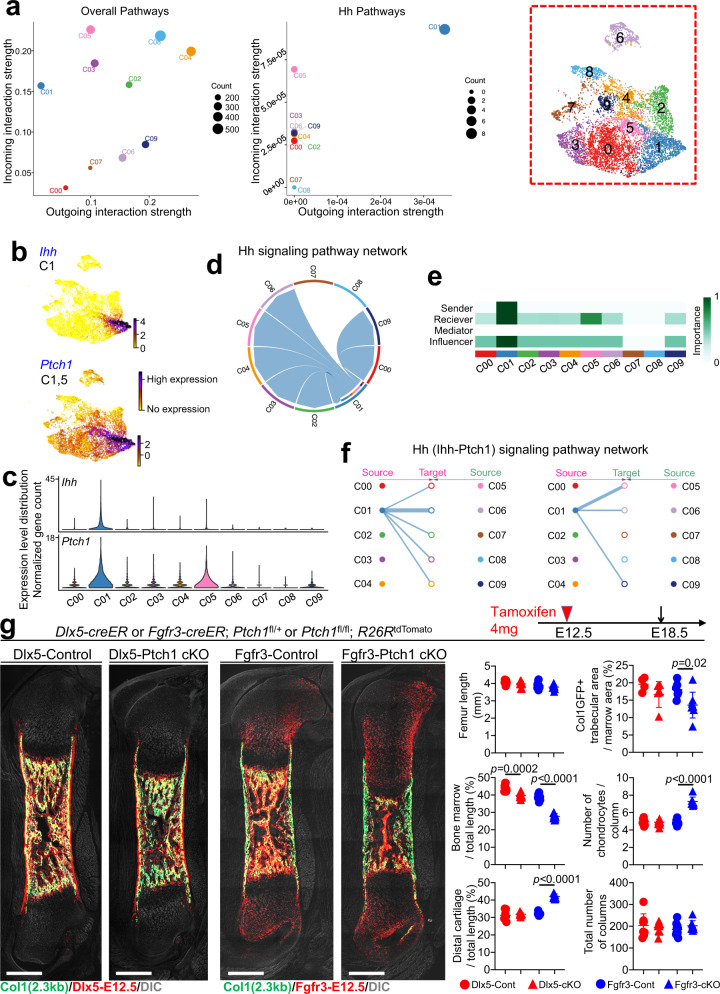
Dlx5-creER^+^ early perichondrial cells regulate marrow formation in response to Hedgehog signaling. **a**–**f** CellChat intercellular communication analysis of the E13.5 *Col2a1-cre*-marked chondrocyte and perichondrial cell scRNA-seq dataset. **a** Outgoing and incoming interaction strength of signaling pathways. Each circle represents the number of interactions a cluster participates in. (Left): Cluster 1 has a low tendency to send signals but a high tendency to receive signals in overall pathways. (Right): Cluster 1 exhibits a high propensity to both send and receive signals via the Hh pathways. Dotted box: UMAP-based plot and cluster labels of the E13.5 scRNA-seq data. **b** Feature plots of *Ihh* and *Ptch1*. Violet: high expression, yellow: low expression. **c** Violin plots displaying the expression distribution of *Ihh* and *Ptch1* in each cluster. **d** Chord diagram shows the signals linking Cluster 1 and other clusters via the Hh pathway. **e** Heatmap represents the relative importance of each cluster. Dark green: higher importance, white: lower importance. Cluster 1 is scored as the dominant sender, receiver, and influencer of the Ihh-Ptch1 signaling pathway. Cluster 5 is measured as a dominant receiver. **f** Hierarchical plot showing the intercellular interactions of the chondrocyte-perichondrial cell lineage via the Ihh-Ptch1 signaling pathway. **g** Functional analysis of Hedgehog signaling in Dlx5-creER^+^ early perichondrial cells and Fgfr3-creER^+^ fetal chondrocytes in bone marrow development. Left panels: Histological images of *Dlx5-creER*; *Ptch1*^fl/+^; *R26R*^tdTomato^ (Dlx5-Control), *Dlx5-creER*; *Ptch1*^fl/fl^; *R26R*^tdTomato^ (Dlx5-Ptch1 cKO), *Fgfr3-creER*; *Ptch1*^fl/+^; *R26R*^tdTomato^ (Fgfr3-Control), *Fgfr3-creER*; *Ptch1*^fl/fl^; *R26R*^tdTomato^ (Fgfr3-Ptch1 cKO), femur at E18.5 (pulsed at E12.5). Scale bar: 500 μm. *n* = 8 (Dlx5-Control), *n* = 11 (Dlx5-Ptch1 cKO), *n* = 10 (Fgfr3-Control), *n* = 8 (Dlx5-Ptch1 cKO) mice per each group. Right panels: quantification of whole femur length (top left), bone marrow length per total bone length (middle left), distal cartilage length per total bone length (bottom left), Col1a1-GFP^+^ trabecular area per total bone marrow area (top right), number of chondrocytes per column (middle right) and total number of columns in growth plate (bottom right). *n* = 8 (Dlx5-Control), *n* = 11 (Dlx5-Ptch1 cKO), *n* = 10 (Fgfr3-Control), *n* = 8 (Dlx5-Ptch1 cKO) mice per group. Two-tailed, Mann–Whitney’s *U* test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. Source data are provided as a Source Data file.

The overall level of signaling among clusters varied by cell type, with a variety of strengths of outgoing and incoming interactions (Fig. 4a, left panel). Hedgehog (Hh) Pathways showed strong outgoing and incoming interaction strengths in *Fgfr3*^*+*^ Cluster 1, and incoming interaction strength in *Dlx5*^*+*^ Cluster 5 (Fig. 4a, right panel), indicating potential functional significance of Hh pathways in regulating the two cells-of-origins. This could be explained by the fact that *Ihh* was most strongly expressed in Cluster 1, whereas its cognate receptor *Ptch1* was expressed both in Cluster 1 and 5 (Fig. 4b, c). The CellChat analysis further revealed that Cluster 1 was classified as the most important sender, receiver and influencer of Hh signaling, while Cluster 5 was listed as the second most important receiver (Fig. 4d. e). Among genes in the Hh signaling pathway, *Indian hedgehog* (*Ihh*) was identified as an autocrine signaling factor, expressed by and targeting *Ptch1*^*+*^ cells in Cluster 1 (Fig. 4f). The *Ihh*-*Ptch1* paracrine signaling originating from Cluster 1 targeted the other clusters (Fig. 4e, f); among these interactions, the paracrine signaling association between Cluster 1 and Cluster 5 was the strongest, wherein Cluster 5 received the strongest signals from Cluster 1 (Fig. 4f). Therefore, *Ihh*-*Ptch1* signaling was predicted as an important pathway mediating intercellular interactions between the fetal perichondrium and cartilage template via paracrine regulations.

We further performed functional analyses of the Hedgehog signaling pathway regulating the differentiation of the two cells-of-origins types i.e. Dlx5^+^ early perichondrial cells and Fgfr3^+^ fetal chondrocytes. To this end, we conditionally deleted *Ptch1* in these cells using *Ptch1*-floxed alleles. *Dlx5-creER*; *Ptch1*^fl/+^; *R26R*^tdTomato^ (Dlx5-Control) and *Dlx5-creER*; *Ptch1*^fl/fl^; *R26R*^tdTomato^ (Dlx5-Ptch1 cKO) mice, as well as *Fgfr3-creER*; *Ptch1*^fl/+^; *R26R*^tdTomato^ (Fgfr3-Control) and *Fgfr3-creER*; *Ptch1*^fl/fl^; *R26R*^tdTomato^ (Fgfr3-Ptch1 cKO) mice were pulsed at E12.5, and analyzed at E18.5. Deletion of *Ptch1* leads to constitutive activation of Hedgehog signaling in these cells^31–33^.

Interestingly, the whole femur length was not altered in the both mutant (Dlx5-Ptch1 cKO and Fgfr3-Ptch1 cKO) mice. However, the bone marrow length relative to the total length was significantly reduced in both Dlx5-Ptch1 cKO and Fgfr3-Ptch1 cKO mice compared to Control (Fig. 4g). This reduction was more pronounced in Fgfr3-Ptch1 cKO mice, associated with an increase of the distal cartilage length relative to the total length, suggesting a delay in the cartilage-to-marrow stroma transition. In contrast in Dlx5-Ptch1 cKO mice, only the bone marrow length relative to the total length was reduced without increasing the cartilage length (Fig. 4g, second column from the right), supporting the theory that Dlx5^+^ perichondrial cells regulate the marrow formation without involving chondrocytes within cartilage templates. Further, the Col1a1(2.3 kb)-GFP^+^ trabecular area per the marrow area was significantly reduced in Fgfr3-Ptch1 cKO, associated with an increase in the number of chondrocytes in each column while the total number of chondrocyte columns was unchanged (Fig. 4g, first column from the right), further suggesting a delay in the chondrocyte-to-osteoblast transition.

Therefore, Dlx5^+^ early perichondrial cells directly regulate the formation of the marrow space, whereas Fgfr3^+^ fetal chondrocytes regulate bone formation within the marrow space through chondrocyte-to-osteoblast transition, at least in part mediated through Hedgehog signaling.

### Dlx5^+^ ePCs contribute to postnatal diaphyseal marrow stroma

We further set out to define how Dlx5-creER^+^ early perichondrial cells contribute postnatally to the bone and marrow stromal compartment. For this purpose, we analyzed the cell fates of Dlx5^CE^-E12.5, Osx^CE^-E12.5 and Fgfr3^CE^-E12.5 cells after 4 weeks of chase at postnatal day (P) 21.

As expected, Dlx5^CE^-E12.5 cells substantially contributed to the postnatal cortical bone compartment. These cells became undifferentiated periosteal cells and Col1a1(2.3 kb)-GFP^+^ cortical bone osteoblasts (Fig. 5a, b and Supplementary Fig. 3a). However, in bone marrow, Dlx5^CE^-E12.5 cells contributed only to the diaphyseal marrow stromal compartment. These cells became Col1a1(2.3 kb)-GFP^+^ trabecular bone osteoblasts and Cxcl12-GFP^high^ reticular stromal cells in the diaphysis, but did not generate the same cell types in the metaphysis (Fig. 5a, b and Supplementary Fig. 3a). In contrast, Osx^CE^-E12.5 cell-derived osteoblasts and marrow stromal cells largely disappeared by this stage due to their transient nature^6,22^. Fgfr3^CE^-E12.5 cells became cortical and trabecular osteoblasts as well as Cxcl12-GFP^high^ stromal cells predominantly in the metaphyseal marrow space, seemingly in a mutually exclusive manner to Dlx5^CE^-E12.5 cell derivatives (Fig. 5a, b and Supplementary Fig. 3a). Interestingly, both Dlx5^CE^-E12.5 cells and Fgfr3^CE^-E12.5 cells had disappeared from the perichondrium (groove of Ranvier) by this stage, and appeared to make only minimal contribution to the endosteum.

**Fig. 5:**
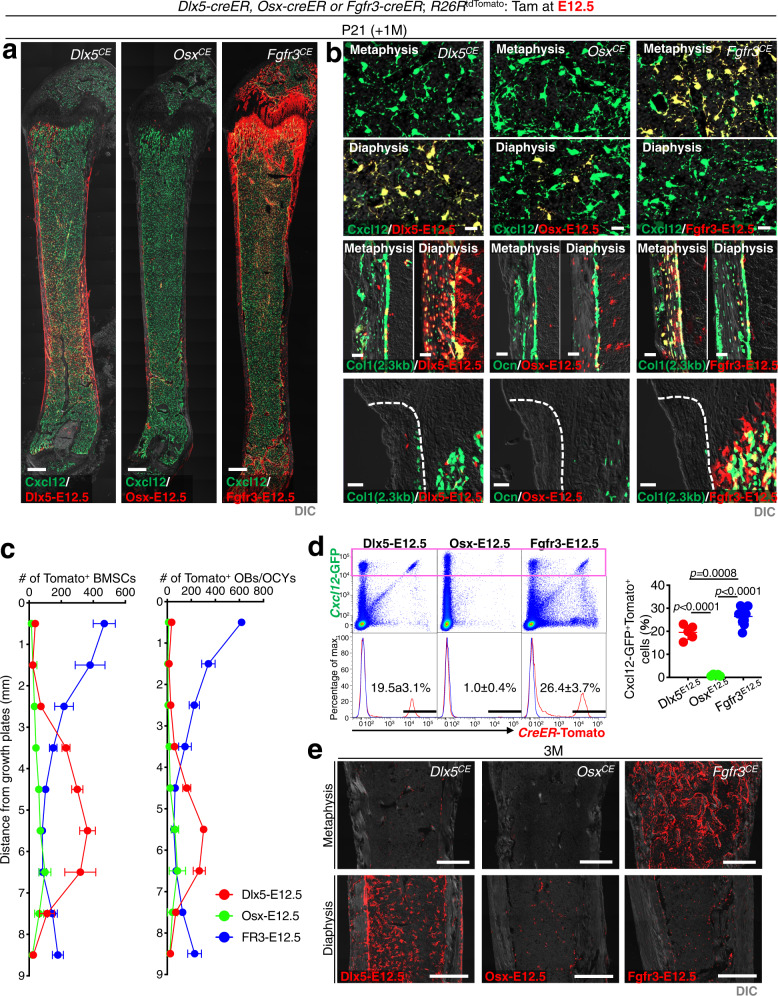
Dlx5-creER^+^ perichondrial cells contribute postnatally to diaphyseal bone marrow stroma. **a**–**d** Contribution of fetal (E12.5) Dlx5-creER^+^, Osx-creER^+^ or Fgfr3-creER^+^ cells to postnatal (P21) skeletal compartments. *Cxcl12*^*GFP/+*^; *Dlx5-creER*; *R26R*^*tdTomato*^ ((a): left, (b): upper left), *Cxcl12*^*GFP/+*^; *Osx-creER*; *R26R*^*tdTomato*^ ((a): center, (b): upper center), *Cxcl12*^*GFP/+*^; *Fgfr3-creER*; *R26R*^*tdTomato*^ ((a): right, (b): upper right), *Col1a1(2.3* *kb)-GFP*; *Dlx5-creER*; *R26R*^tdTomato^ ((b): middle left, lower left), *Osteocalcin (Ocn) -GFP*; *Osx-creER*; *R26R*^tdTomato^ ((b): middle center, lower center) or *Col1a1(2.3* *kb)-GFP*; *Fgfr3-creER*; *R26R*^tdTomato^ femurs ((b):middle right, lower right). *n* = 4 mice per group. (a): Whole femurs with growth plates on top. Scale bar: 500 µm. *n* = 4 mice per group. (b): (Upper panels): metaphyseal bone marrow (top), diaphyseal bone marrow (bottom). Scale bar: 20 µm. (Middle panels): metaphyseal cortical bone (left), diaphyseal cortical bone (right). Scale bar: 20 µm. Lower panels: groove of Ranvier. Scale bar: 50 µm. (c): Quantification of tdTomato^+^ bone marrow stromal cells (left) and osteoblasts/cytes (right), based on distance from growth plate. Red: Dlx5-creER^+^, Green: Osx-creER^+^, Blue: Fgfr3-creER^+^ cell-derivatives. *n* = 4 mice per each group. (d): Flow cytometry analysis of CD45/Ter119/ CD31^neg^ cells at P21. Bone marrow cells isolated from *Cxcl12*^*GFP/+*^; *Dlx5-creER*; *R26R*^tdTomato^ femurs (pulsed at E12.5), *Cxcl12*^*GFP/+*^; *Osx-creER*; *R26R*^tdTomato^ femurs (pulsed at E12.5) and *Cxcl12*^*GFP/+*^; *Fgfr3-creER*; *R26R*^tdTomato^ femurs (pulsed at E12.5). *n* = 5 (Dlx5-E12.5), *n* = 5 (Osx-E12.5), *n* = 10 (Fgfr3-E12.5) mice per group. Two-tailed, One-way ANOVA followed by Tukey’s post-hoc test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. **e** Contribution of fetal (E12.5) Dlx5-creER^+^, Osx-creER^+^ or Fgfr3-creER^+^ cells to adult (3 M) skeletal compartments. Upper panels: metaphysis. Lower panels: diaphysis. Scale bar: 500 µm. *n* = 4 mice per each group. Source data are provided as a Source Data file.

We further defined how Dlx5^CE^-E12.5 cells contributed to the developing bone marrow space and cortical bone using quantitative histological approaches. Dlx5^CE^-E12.5 perichondrial cells predominantly contributed to BMSCs and osteoblasts and osteocytes in the distal area (3–7 mm from the growth plate), whereas Fgfr3^CE^-E12.5 cells contributed to these cells in the proximal area (0–3 mm from the growth plate, Fig. 5c). Osx^CE^-E12.5 cells showed a similar pattern to Dlx5^CE^-E12.5 cells, but contributed to BMSCs and osteoblasts to a much lesser extent.

Additionally, we performed flow cytometry analysis of cells isolated from femurs of triple transgenic mice carrying a *Cxcl12-GFP* reporter (Fig. 5d and Supplementary Fig. 4) for further quantification. Importantly, Dlx5^CE^-E12.5 contributed to a substantial fraction of Cxcl12-GFP^high^ reticular stromal cells, at a level fewer than Fgfr3^CE^-E12.5 cells (Dlx5^CE^-E12.5: 19.5 ± 3.1%, Fgfr3^CE^-E12.5: 26.4 ± 3.7%). The remaining fraction of Cxcl12-GFP^high^ stromal cells might be derived from other perichondrial cells or chondrocytes at E12.5 that were not marked either by *Dlx5-creER* or *Fgfr3-creER*. In contrast, Osx^CE^-E12.5 cells made essentially no contribution to Cxcl12-GFP^high^ reticular stromal cells at this stage (Osx^CE^-E12.5: 1.0 ± 0.4%). Similarly, not all the osteocytes were derived from either Dlx5^CE^-E12.5 or Fgfr3^CE^-E12.5 cells, suggesting that other perichondrial cells or chondrocytes may contribute to the remaining fraction.

The differential contribution of Dlx5-creER^+^ perichondrial cells and Fgfr3-creER^+^ chondrocytes continued further onto the adult stage. At three months of age, Dlx5^CE^-E12.5 cells were present in the diaphyseal marrow stromal compartment and contributed to Perilipin^+^ marrow adipocytes, while Fgfr3^CE^-E12.5 cells were present in the metaphyseal marrow stromal compartment and contributed to alkaline phosphatase (ALP)^+^ osteoblast-like cells on the bone surface (Supplementary Fig. 3b). Only a small number of Osx^CE^-E12.5 cells persisted in the diaphyseal marrow space at this stage (Fig. 5e).

These findings demonstrate that Dlx5-creER^+^ early perichondrial cells make sustained contribution to diaphyseal bone and marrow stromal compartment in a manner distinct from Fgfr3-creER^+^ fetal chondrocytes (Supplementary Fig. 3c).

We also defined how the two cell types (Dlx5-creER^+^ perichondrial cells and Fgfr3-creER^+^ chondrocytes) are related to previously identified chondrogenic cell types marked by *Col2a1-creER*^22,34,35^. Analysis of *Col2a1-creER; R26R*^*tdTomato*^ mice at E13.5 after 24 h of pulse at E12.5 revealed that Col2a1^CE^-E12.5 cells were present not only in the cartilage template but also in the perichondrium (Supplementary Fig. 5a). After 2 weeks of chase at P7, Col2a1^CE^-E12.5 cells contributed to essentially all perichondrial cells and growth plate chondrocytes, as well as to cells of the metaphyseal periosteum and cortical and marrow stromal components; this contribution was far broader than that of Fgfr3^CE^-E12.5 or Dlx5^CE^-E12.5 cells (Supplementary Fig. 5b). The same trend continued after 1 month of chase at P21 (Supplementary Fig. 5c). Therefore, *Col2a1-creER* marks both early perichondrial cells and chondrocytes at the fetal cartilage, demonstrating the utility of *Dlx5-creER* and *Fgfr3-creER* to deconvolute the contribution of the chondrocyte-perichondrial cell lineage.

### Adipocyte-biased state of Dlx5^+^ ePC-derived BMSCs

Our findings that Dlx5-creER^+^ early perichondrial cells and Fgfr3-creER^+^ chondrocytes contributed to the different bone marrow stromal compartments (diaphyseal and metaphyseal, respectively) prompted us to investigate molecular differences of the two types of (perichondrium-derived and cartilage-derived) BMSCs. 

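The bulk RNA-seq data comprise 3 libraries of Dlx5 CE-E12.5 cells and 2 libraries of Fgfr3 CE-E12.5 cells. Each holds Cxcl12-GFP hightdTomato+ cells sorted from femurs at P21, and the paper describes the samples as biologically independent. Tamoxifen was given at E12.5, and cells of 4 mice were pooled for each group. The paper does not say how these mice were divided among the libraries. Cxcl12-GFP is a GFP gene placed at the *Cxcl12* locus, and tdTomato marks the descendants of the cells in which the creER driver was active at the pulse. Complementary DNA was amplified with a SMART-Seq kit for low RNA input, and libraries were prepared by Nextera XT. According to the paper's methods, the Dlx5 CE-E12.5 libraries were sequenced on a NovaSeq with 150-base paired-end reads and the Fgfr3 CE-E12.5 libraries on a HiSeq with 50-base single-end reads, while the sample labels name the HiSeq for every library. Under the paper's description, sequencer and read length coincide with the lineage, so these cannot be told apart by a covariate. The authors aligned the reads to mm10 with TopHat and Bowtie2 and deposited the number of reads counted on each gene without normalization. Total counts were 32563758, 22035650 and 27135553 in Dlx5 CE-E12.5 replicates 1 to 3, and 56355203 and 58166285 in Fgfr3 CE-E12.5 replicates 2 and 3, as the labels number them. At these depths, the 3 counts taken as the smallest detectable amount correspond to between 0.0516 and 0.136 CPM (counts scaled to the library total), which covers counting error only. Counts were normalized by edgeR's TMM method, and genes were tested with edgeR's quasi-likelihood test. Log2 fold changes are given as Fgfr3 over Dlx5 throughout, so a positive value is higher in Fgfr3 CE-E12.5 cells. The gene filter and the thresholds were those of the paper's methods, a CPM of at least 10 in at least 2 of the 5 libraries, an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Of 17087 protein-coding genes and 5 reporter sequences in the counts, 10088 passed this filter. The sequence listed as cre had 416, 467 and 456 counts in the Dlx5 CE-E12.5 libraries and 1 count in each Fgfr3 CE-E12.5 library, at least 367-fold lower. The sequence listed as iCre.ERT2 had 4802 and 3762 counts in the Fgfr3 CE-E12.5 libraries, and its count was 451 to 521 in the Dlx5 CE-E12.5 libraries.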

To reveal the unique molecular signature of Dlx5-creER^+^ cell-derived BMSCs, we performed a comparative bulk RNA-seq analysis of Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 Cxcl12-GFP^high^ cells at P21. Cxcl12-GFP^high^tdTomato^+^ cells were isolated by FACS from *Cxcl12*^*GFP/+*^; *Dlx5-creER*; *R26R*^tdTomato^ and *Cxcl12*^*GFP/+*^; *Fgfr3-creER*; *R26R*^tdTomato^ bones at P21 (pulsed at E12.5; Fig. 6a).

**Fig. 6:**
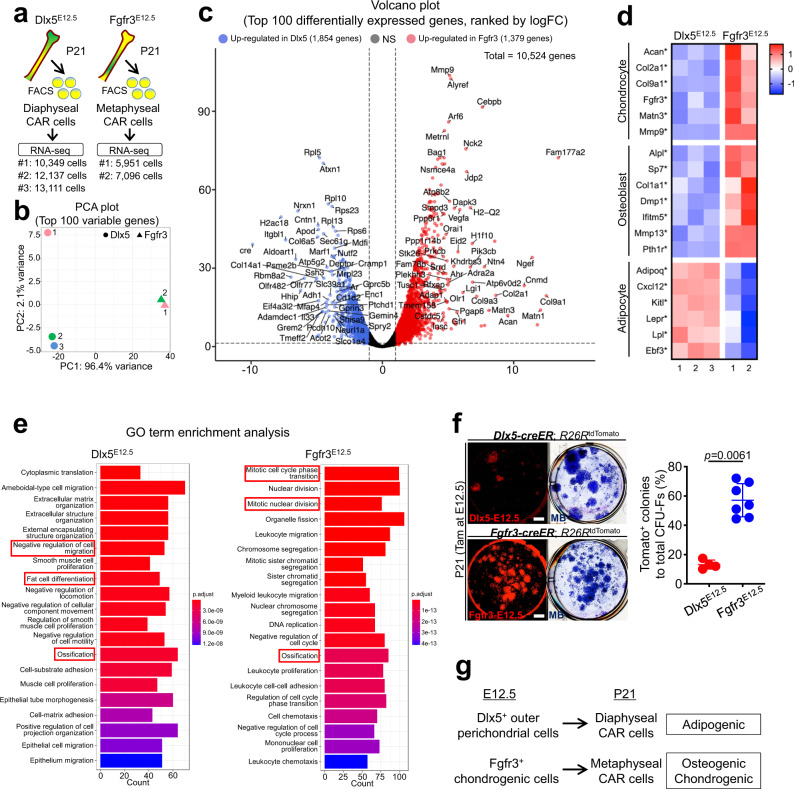
Adipocyte-biased state of Dlx5-creER^+^ perichondrial cell-derived marrow stromal cells. **a** Diagram of comparative bulk RNA-seq analysis of Cxcl12-GFP^high^ stromal cells at P21 that are derived from fetal Dlx5^+^ perichondrial cells and Fgfr3 ^+^ chondrocytes. GFP^high^tdTomato^+^ (Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5) cells were isolated from P21 *Cxcl12*^*GFP/+*^; *Dlx5-creER*; *R26R*^tdTomato^ and *Cxcl12*^*GFP/+*^; *Fgfr3-creER*; *R26R*^tdTomato^ femurs (pulsed at E12.5) by FACS. *n* = 3 (Dlx5^CE^-E12.5: pooled from *n* = 4 mice), *n* = 2 (Fgfr3^CE^-E12.5: pooled from *n* = 4 mice) biologically independent samples. **b** Principal component analysis (PCA) plot of five biologically independent samples. Circles: Cxcl12-GFP^high^Dlx5-E12.5 cells, Triangles: Cxcl12-GFP^high^Fgfr3-E12.5 cells. *x*-axis: PC1, 96.4% variance, *y*-axis: PC2, 2.1% variance. **c** Volcano plot for differentially expressed genes (DEGs). *x*-axis: log2fold-change, *y*-axis: -log10adjusted *p*-value. Total of 10,524 genes (excluding known pseudogenes). 1379 and 1854 genes upregulated in Dlx5^CE^-E12.5 (blue) and Fgfr3^CE^-E12.5 (red) cells, respectively. Two-sided exact test for difference in means of the negative binomial distribution, followed by Benjamini-Hochberg (B-H) method adjusted for multiple comparisons. **d** Heatmap of representative DEGs associated with chondrocyte, osteoblast or adipocyte differentiation. Star: statistically significant DEGs between Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5. **e** Gene Ontology enrichment analysis based on 1379 and 1854 genes upregulated in Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells, respectively. Top 20 GO terms ranked by B-H adjusted *p*-value. *x*-axis: number of genes enriched in the corresponding GO term. Color indicates adjusted *p*-value. One-sided Fisher’s exact test, followed by B-H adjustment for multiple testing. **f** Colony-forming unit fibroblast (CFU-F) assay of E12.5-pulsed *Dlx5-creER*; *R26R*^tdTomato^ (upper left panels) and *Fgfr3-creER*; *R26R*^tdTomato^ (lower left panels) bone marrow cells. MB: Methylene blue staining. Scale bar: 5 mm. Right panel: Percentage of tdTomato^+^ colonies among total CFU-Fs. Dlx5^CE^-E12.5: *n* = 4, Fgfr3^CE^-E12.5: *n* = 7 mice. Two-tailed, Mann–Whitney’s *U*-test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. **g** Dlx5^+^ fetal outer perichondrial cells contribute to diaphyseal adipogenic marrow stromal cells, while Fgfr3^+^ fetal chondrocytes contribute to osteogenic metaphyseal stromal cells. Source data are provided as a Source Data file.

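Principal components were computed from the rlog values deposited by the authors, a log2-scale transformation of the counts, using the 100 genes with the largest variance among the 10088 tested. PC1 carried 96.0% of the variance and PC2 2.07%. On PC1, the 3 Dlx5 CE-E12.5 libraries lay at -17.4, -16.4 and -15.8, and the Fgfr3 CE-E12.5 libraries lay at 23.9 and 25.7. The largest distance between libraries of one lineage on these 2 components was 9.51, against a smallest distance of 40.0 between libraries of different lineages. Of the 100 genes, 98 passed the thresholds for differential expression, 26 of them higher in Dlx5 CE-E12.5 cells and 72 higher in Fgfr3 CE-E12.5 cells. Across the tested genes, Spearman's rho between libraries was 0.964 to 0.986 within Dlx5 CE-E12.5 cells, 0.944 within Fgfr3 CE-E12.5 cells and 0.657 to 0.756 between the lineages; these are correlations across genes, which are not independent replicates. PC1 carried 88.5% when all tested genes were used, which was the choice that moved it most.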

Principal component analysis (PCA) revealed that biological replicates of Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 Cxcl12-GFP^high^ cells grouped by lineage (Fig. 6b, Dlx5^CE^-E12.5: circles, 1–3, Fgfr3^CE^-E12.5: triangles, 1–2), demonstrating the unique molecular characteristics of these two cell types. Accordingly, a large number of genes were differentially expressed between the two cell types, with ~1400 and ~1800 genes upregulated in Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells, respectively (Fig. 6c). 

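Of the 10088 genes tested, 1318 were higher in Dlx5 CE-E12.5 cells and 1653 were higher in Fgfr3 CE-E12.5 cells at an adjusted p-value under 0.05 and an absolute log2 fold change above 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p-value alone was under 0.05 for 4880 genes. The median SD of log2 CPM between libraries was 0.16 in Dlx5 CE-E12.5 cells and 0.20 in Fgfr3 CE-E12.5 cells, and the median standard error of the log2 fold change was 0.20. In 6954 of the tested genes (68.9%), every library of one lineage lay above every library of the other, which chance gives for 20%, and this held for 2970 of the 2971 genes past the thresholds. A single gene cannot reach significance by rank, since 3 libraries against 2 allow a one-sided exact permutation p of 0.1 at the least. A test of whether the change exceeds 2-fold (glmTreat) gave 659 and 1011 genes, and no fold change threshold gave 2363 and 2517. With library size as the only scaling, 1009 genes were higher in Dlx5 CE-E12.5 cells and 1985 were higher in Fgfr3 CE-E12.5 cells, so that 66.3% of the calls were higher in Fgfr3 CE-E12.5 cells in place of 55.6%, and the median log2 fold change of all tested genes moved from 0.01 to 0.22. Among genes past the thresholds whose libraries did not overlap between the lineages, the 5 largest changes toward Fgfr3 CE-E12.5 cells were those of *Gm49369*, *1700047I17Rik2*, *Gm20503*, *Gm20431* and *Col2a1*. The first 3 of these had no counts in any Dlx5 CE-E12.5 library and were at least 439-fold, 237-fold and 190-fold higher in Fgfr3 CE-E12.5 cells. The 5 largest changes toward Dlx5 CE-E12.5 cells were those of the reporter eyfp (log2 fold change -11.27), *Gm11361* (-10.59), cre, *Gm10320* (-8.11) and *Hist2h2aa1* (-7.70). Several of these genes share sequence with others, and their counts are uncertain because reads can be split between copies. The share of 50-base windows also found in another gene was 94.1% for *Gm49369*, 100% for *1700047I17Rik2*, 96.6% for *Gm20503*, 98.1% for *Gm20431*, 69.7% for *Gm11361*, 39.8% for *Gm10320* and 100% for *Hist2h2aa1*. Of 99 gene names read from the volcano plot of Fig. 6c, 91 were found by symbol, and each of these changed in the direction plotted.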

Particularly, genes associated with chondrocytes and osteoblasts were upregulated in Fgfr3^CE^-E12.5 Cxcl12-GFP^high^ cells, including *Acan, Col2a1, Fgfr3*, *Sp7, Col1a1*, and *Dmp1* (Fig. 6d), indicating that these fetal cartilage-derived BMSCs retain a chondrocyte-osteoblast-biased state. In contrast, adipocyte-related genes markers, including *Adipoq, Cxcl12, Kitl, Lepr, Lpl*, and *Ebf3* were upregulated in Dlx5^CE^-E12.5 Cxcl12-GFP^high^ cells, indicating that fetal perichondrium-derived BMSCs possess an adipocyte-biased state (Fig. 6d).

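*Col2a1* (ENSMUSG00000022483) lies on chromosome 15 of GRCm38 from 97975602 to 98004695. Its normalized CPM was 3.64 ± 3.16 (SD, n = 3) in Dlx5 CE-E12.5 cells and 1470 ± 1595 (SD, n = 2) in Fgfr3 CE-E12.5 cells, a log2 fold change of 8.63 (standard error 1.17, adjusted p = 0.00122 from edgeR's quasi-likelihood test). *Fgfr3*, on chromosome 5 from 33721674 to 33737068, had a log2 fold change of 0.68 (standard error 0.17, adjusted p = 0.0137, same edgeR test), which is under the fold change threshold. *Acan*, *Col9a1* and *Matn3* did not pass the filter, because a single library reached a CPM of 10. *Acan* (chromosome 7, 79053483 to 79115099) had 0, 2 and 0 counts in the Dlx5 CE-E12.5 libraries and 2738 and 94 in the Fgfr3 CE-E12.5 libraries, at least 163-fold higher. *Col9a1* had no counts in the Dlx5 CE-E12.5 libraries and 1978 and 214 in the Fgfr3 CE-E12.5 libraries, at least 126-fold higher. For *Matn3*, these counts were 0, 8, 9, 7688 and 564. When all genes with a CPM of at least 1 in at least 2 libraries were tested, these 3 genes had adjusted p-values of 0.00535, 0.00603 and 0.00285. The 2 Fgfr3 CE-E12.5 libraries differed in these genes, with a CPM in replicate 2 that was 30.0 times that in replicate 3 for *Acan*, 14.0 times for *Matn3*, 9.52 times for *Col9a1* and 7.58 times for *Col2a1*. *Mmp9*, which is also in a list of neutrophil genes, rose by 5.14 on the log2 scale (standard error 0.16, adjusted p = 3.4e-05, same edgeR test) with little difference between the Fgfr3 CE-E12.5 libraries, at 1.01 times.
Among the osteoblast genes, *Dmp1* (chromosome 5, 104202613 to 104214102) had a CPM of 24.4 ± 5.72 (SD, n = 3) in Dlx5 CE-E12.5 cells and 110.0 ± 50.6 (SD, n = 2) in Fgfr3 CE-E12.5 cells, and its log2 fold change was 2.17 (adjusted p = 0.00154, edgeR). *Sp7*, on chromosome 15 from 102356606 to 102367182, rose by 1.03 (adjusted p = 0.00513, edgeR), close to the threshold. It fell under it when Dlx5 CE-E12.5 replicate 3 was left out, at 0.90, and after removal of a trend on GC content, at 0.96, or on transcript length, at 0.88. *Col1a1*, on chromosome 11 from 94936224 to 94953042, rose by 1.07 (standard error 0.31, adjusted p = 0.0278, edgeR). Its adjusted p was 0.0884 without Dlx5 CE-E12.5 replicate 2 and 0.085 without Dlx5 CE-E12.5 replicate 3, and its log2 fold change fell to 0.79 after the GC trend was removed. This log2 fold change was 0.55, under the threshold, without Fgfr3 CE-E12.5 replicate 3 and 1.55 without Fgfr3 CE-E12.5 replicate 2. *Alpl* and *Mmp13* had log2 fold changes of 1.61 and 1.98, each larger than its spread between libraries (adjusted p = 0.000771 and 0.000784, edgeR). *Ifitm5* reached a CPM of 10 in a single library and changed by 2.45 under the lower filter (adjusted p = 0.0103, edgeR). Of the 19 genes of Fig. 6d, 15 passed the filter and 13 passed both thresholds. Adjusted over these 19 genes alone, the p-value was under 0.05 for 19, and it was under 0.05 for 19 over all genes as well. For *Acan*, *Col9a1*, *Matn3* and *Ifitm5*, which failed the filter, these p-values came from the fit with the lower filter. All genes then means the genes of that fit. The list is the paper's own selection from these data, so the number adjusted over the list carries no check of it.

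**Figure D1:**
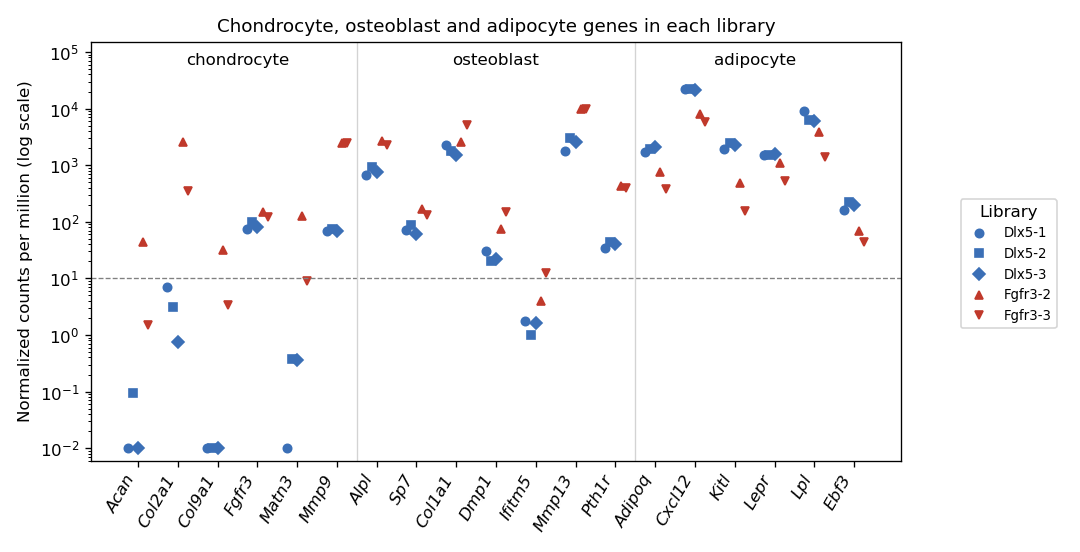
CPM after TMM normalization, on a log scale, of the 19 genes of Fig. 6d in each of the 3 Dlx5 libraries (blue) and 2 Fgfr3 libraries (red), with one point per library and no error bars. The dashed line marks a CPM of 10, and values under 0.01, zeros included, are drawn at 0.01. Points of *Acan*, *Col2a1*, *Col9a1* and *Matn3* lie farther apart in the 2 Fgfr3 libraries than those of *Mmp13* or *Pth1r*.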

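*Adipoq* (ENSMUSG00000022878; GRCm38 chromosome 16, 23146536 to 23158028) had a CPM of 1913 ± 199 (SD, n = 3) in Dlx5 CE-E12.5 cells and 566 ± 267 (SD, n = 2) in Fgfr3 CE-E12.5 cells, a log2 fold change of -1.76 (standard error 0.31, adjusted p = 0.00373 from edgeR's quasi-likelihood test). *Cxcl12* (chromosome 6, 117168535 to 117181367) had a log2 fold change of -1.67 (standard error 0.23, adjusted p = 0.00138, edgeR), and *Kitl* (chromosome 10, 100015630 to 100100416) one of -2.80 (standard error 0.47, adjusted p = 0.00291, edgeR). *Ebf3*, on chromosome 7 from 137193673 to 137314445, changed by -1.82 (adjusted p = 0.00116, edgeR). *Lpl*, on chromosome 8 from 68880491 to 68907448, changed by -1.45 (standard error 0.44, adjusted p = 0.0305, edgeR), and this adjusted p was 0.0744 without Dlx5 CE-E12.5 replicate 1 and 0.0587 without Dlx5 CE-E12.5 replicate 2. Across the 5 fits that each left out one library, the log2 fold change of *Lpl* ran from -2.30 to -0.84. *Lepr*, on chromosome 4 from 101717404 to 101815352, had a CPM of 1546 ± 41.9 (SD, n = 3) in Dlx5 CE-E12.5 cells and 805 ± 399 (SD, n = 2) in Fgfr3 CE-E12.5 cells. Its log2 fold change of -0.94 (adjusted p = 0.0383, edgeR) was under the fold change threshold. Each of the 6 genes was higher in every Dlx5 CE-E12.5 library than in either Fgfr3 CE-E12.5 library, and each was also higher in Fgfr3 CE-E12.5 replicate 2 than in replicate 3, by 1.39 times for *Cxcl12* up to 3.01 times for *Kitl*. The egfp reporter, which is read from the *Cxcl12* locus, had a log2 fold change of -0.79, and the tdtomato reporter one of -1.26.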

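Gene lists were tested among the genes past the thresholds with a one-sided Fisher's exact test, the test named by the paper, against all 10088 genes tested and with Benjamini-Hochberg adjustment over 48 tests, 24 lists in each direction. A Gene Ontology annotation was not used here, so the lists are other ones, set before the data were examined. In the Reactome list for transcriptional regulation of white adipocyte differentiation, 6 of 43 genes tested were higher in Dlx5 CE-E12.5 cells. This was 14.0%, against 13.1% of all genes tested, and its adjusted p was 0.93 (Fisher's exact test). In a hand-written list of ossification genes, 15 of 68 were higher in Dlx5 CE-E12.5 cells (22.1%, adjusted p = 0.0725, Fisher's exact test). This adjusted p was 0.0426 with library size as the only scaling and 0.0349 with no filter on low counts. Genes of cell migration were not analysed here. The Reactome list for translation had the smallest adjusted p among genes higher in Dlx5 CE-E12.5 cells, 9.5e-26, with 71 of 139 genes. After ribosomal protein, histone and copied genes were removed, 6 of 55 of its genes were higher in Dlx5 CE-E12.5 cells and the adjusted p was 1.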

Gene Ontology (GO) enrichment analysis of differentially expressed genes revealed that significant enrichment of biologically relevant GO terms in Dlx5^CE^-E12.5 cells, including negative regulation of cell migration (GO:0030336) and fat cell differentiation (GO:0045444) and ossification (GO:0001503) (Fig. 6e), revealing the quiescent adipocyte-biased identity of Dlx5^+^ perichondrium-derived BMSCs. Conversely, many cell division-related GO terms [mitotic cell cycle phase transition (GO:0044772), mitotic nuclear division (GO:0140014), and ossification (GO:0001503)] were enriched in Fgfr3^CE^-E12.5 cells (Fig. 6e), revealing the actively cycling nature of Fgfr3^+^ fetal cartilage-derived BMSCs.

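In the lists of S-phase and G2/M-phase genes distributed with Seurat, 22 of 40 and 38 of 53 genes tested were higher in Fgfr3 CE-E12.5 cells (55.0% and 71.7%, against 16.4% of all genes tested). The adjusted p-values were 2.1e-07 and 1.2e-17 (one-sided Fisher's exact test). The median log2 fold change was 1.11 for the S-phase genes and 1.75 for the G2/M-phase genes. In the Reactome list for the mitotic cell cycle, 111 of 365 genes were higher in Fgfr3 CE-E12.5 cells (adjusted p = 8e-11, Fisher's exact test). S-phase genes were no longer enriched when a change above 2-fold was tested (glmTreat), with 8 of 40 genes and an adjusted p of 0.106. Of 93 cell cycle genes, 68 had a higher CPM in Fgfr3 CE-E12.5 replicate 3 than in replicate 2, as did all 30 of the pan-leukocyte markers examined. In the ossification list, 17 of 68 genes were higher in Fgfr3 CE-E12.5 cells (25.0%, adjusted p = 0.109, Fisher's exact test), and the adjusted p was 0.000939 with no filter on low counts.

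**Figure D2:**
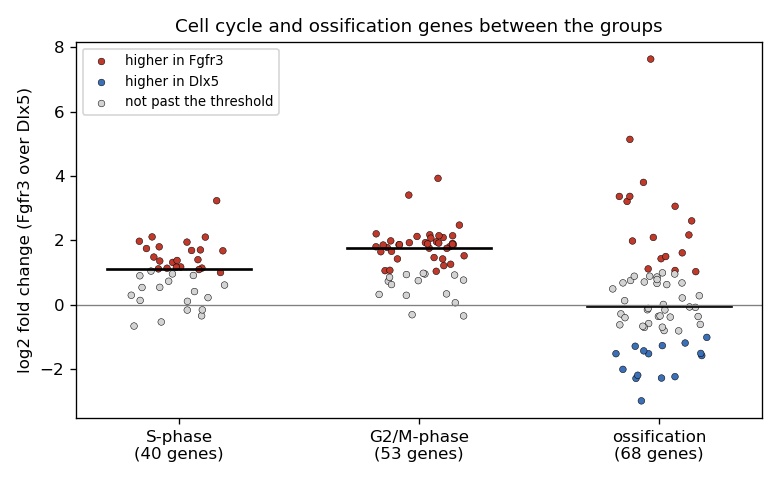
Log2 fold changes (Fgfr3 over Dlx5) of the tested genes in the S-phase, G2/M-phase and ossification lists, with one point per gene, spread sideways for legibility, and black lines at the medians. Medians lie at 1.11, 1.75 and -0.03, and ossification genes past the thresholds lie on both sides of 0.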

Subsequently, we performed colony forming unit-fibroblast (CFU-F) assays of Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells, by plating bone marrow cells isolated from *Dlx5-creER*; *R26R*^*tdTomato*^ or *Fgfr3-creER*; *R26R*^*tdTomato*^ bone marrow at P21 (pulsed at E12.5) at a clonal density. Dlx5^CE^-E12.5 cells contributed to only a small fraction of CFU-Fs, whereas Fgfr3^CE^-E12.5 cells contributed to a large majority of CFU-Fs (Dlx5^CE^-E12.5: 13.2 ± 3.1%, Fgfr3^CE^-E12.5: 57.1 ± 11.3%, Fig. 6f). Flow cytometry analysis revealed that Cxc12-GFP^high^ cells represented 66.2 ± 12.6% and 17.3 ± 4.1% of Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells, respectively, at P21 (Fig. 5d), which does not appear to correlate with their clonogenic activities. These results are consistent with our recent finding that the adipogenic subset of CXCL12^high^ stromal cells (Cxcl12-creER^+^ stromal cells^36^, akin to Adipo-CAR cells^37^) have little colony-forming activities.

Therefore, Dlx5-creER^+^ perichondrial cell-derived marrow stromal cells possess an adipocyte-biased state, supporting the theory that Dlx5^+^ early perichondrial cells may preferentially contribute to a pre-adipocyte-like subset of CXCL12^+^ BMSCs (Adipo-CAR cells) in developing bone marrow (Fig. 6g).

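In the bulk RNA-seq data, 17 of 36 genes in a hand-written list of Adipo-CAR markers were higher in Dlx5 CE-E12.5 cells. This was 47.2% against 13.1% of all genes tested (adjusted p = 4.3e-06, one-sided Fisher's exact test). Another 5 were higher in Fgfr3 CE-E12.5 cells, namely *Cebpb* (log2 fold change 7.63), *Foxc1* (2.82), *Dpp4* (1.80), *Fgfr2* (1.50) and *Cd36* (1.04). *Pparg* (-0.46), *Cebpa* (0.09), *Cebpd* (0.13), *Fabp4* (0.18) and *Plin2* (0.14) were among those past the thresholds in neither direction. The list includes all 6 adipocyte-related genes of Fig. 6d, which make up 5 of the 17 higher in Dlx5 CE-E12.5 cells. Without them, a test added after seeing the data, 12 of 30 were higher in Dlx5 CE-E12.5 cells (unadjusted p = 2.1e-04, same Fisher's exact test). Of 18 Osteo-CAR markers, 8 were higher in Fgfr3 CE-E12.5 cells (44.4%, adjusted p = 0.019, Fisher's exact test), and 6 of these 8 are osteoblast genes of Fig. 6d. Without the genes of that figure, 2 of 12 were higher in Fgfr3 CE-E12.5 cells (16.7%, against 16.4% of all genes tested, unadjusted p = 0.609), so the enrichment rests on genes the paper selected. It was also lost without Dlx5 CE-E12.5 replicate 3, with an adjusted p of 0.147, after removal of the GC trend, at 0.146, and with no fold change threshold, at 0.0537. The median log2 fold change was -0.91 for the Adipo-CAR markers and 0.88 for the Osteo-CAR markers. The paper concludes that marrow stromal cells derived from Dlx5-creER+ perichondrial cells are in an adipocyte-biased state. In this section it draws on the higher expression of adipocyte-related genes, the enriched Gene Ontology terms and the small contribution to CFU-Fs. Its lineage tracing also found Dlx5 CE-E12.5 cells among Perilipin+ adipocytes of the adult marrow. The paper proposes that early perichondrial cells preferentially give rise to a pre-adipocyte-like subset of stromal cells.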

### Anabolic and injury responses of Dlx5^+^ ePC-derived BMSCs

Lastly, we set out to determine the functional significance of Dlx5-creER^+^ cell-derived marrow stromal cells in the context of elevated osteogenesis. 

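*Pth1r* (ENSMUSG00000032492) lies on chromosome 9 of GRCm38 from 110722085 to 110747145 on the reverse strand. The counts were 1074, 946 and 1030 in the Dlx5 CE-E12.5 libraries and 26615 and 25108 in the Fgfr3 CE-E12.5 libraries. Its normalized CPM was 40.2 ± 4.80 (SD, n = 3) in Dlx5 CE-E12.5 cells and 414 ± 25.8 (SD, n = 2) in Fgfr3 CE-E12.5 cells, a log2 fold change of 3.37 (standard error 0.16, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between 3.27 and 3.49. No 50-base window of its transcripts was found in another gene.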

Because *Pth1r* (encoding PTH/PTHrP receptor) was upregulated in Fgfr3^CE^-E12.5 CXCL12^+^ BMSCs, we first tested the response of these cells to bone anabolic agents i.e. intermittent PTH administration (iPTH) by giving once daily injections of PTH (1–34) (100 µg/kg b.w.). *Col1a1(2.3* *kb)-GFP*; *Dlx5-creER* or *Fgfr3-creER*; *R26R*^tdTomato^ mice (pulsed at E12.5) were treated by iPTH for 3 weeks from P21 to P42 (Fig. 7a).

**Fig. 7:**
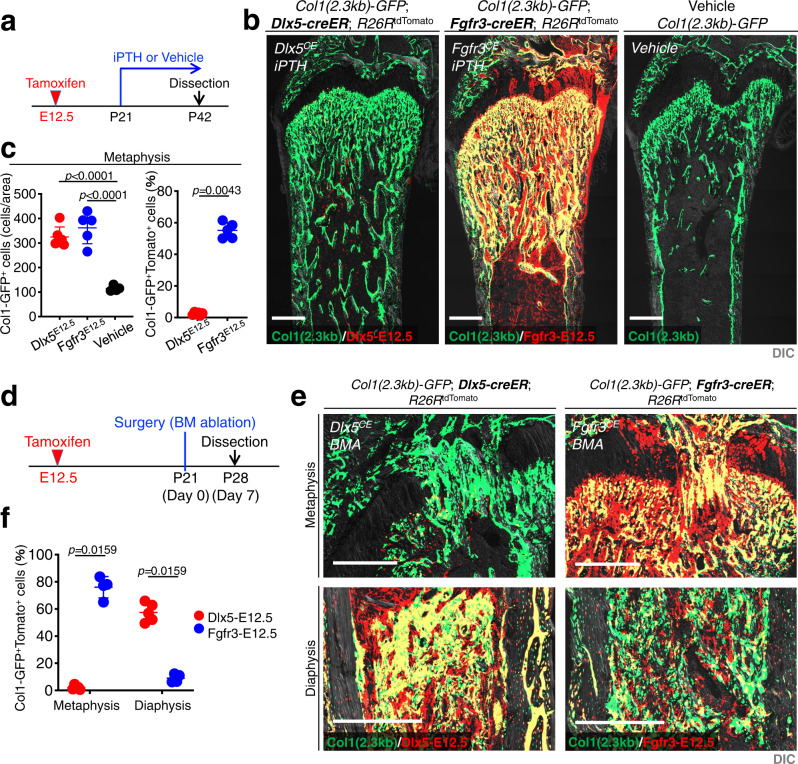
Anabolic and injury responses of Dlx5-creER^+^ perichondrial cell-derived marrow stromal cells. **a**–**c** Differential responses of marrow stromal cells derived from Dlx5^+^ perichondrial cells and Fgfr3^+^ chondrocytes to intermittent administration of parathyroid hormone (PTH) (iPTH). (b): *Col1a1(2.3* *kb)-GFP*; *Dlx5-creER*; *R26R*^tdTomato^ (Dlx5^CE^-E12.5, left), *Col1a1(2.3* *kb)-GFP*; *Fgfr3-creER*; *R26R*^tdTomato^ (Fgfr3^CE^-E12.5, center), and *Col1a1(2.3* *kb)-GFP*; *R26R*^tdTomato^ (Control, right) distal femurs, with iPTH or Vehicle for 3 weeks from P21 to P42. Scale bar: 500 µm. (c): Quantification of Col1a1(2.3 kb)-GFP^+^ cells (left) and Col1a1(2.3 kb)-GFP^+^tdTomato^+^ cells (right) in the metaphysis. *n* = 6 (Dlx5^CE^-E12.5), *n* = 5 (Fgfr3^CE^-E12.5), *n* = 4 (Control) mice. Two-tailed, One-way ANOVA followed by Tukey’s post-hoc test (left). Two-tailed, Mann-Whitney’s *U*-test (right). Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. **d**–**f** Injury-responsive osteogenesis of marrow stromal cells derived from fetal perichondrial cells (Dlx5^CE^-E12.5) and chondrocytes (Fgfr3^CE^-E12.5) cells. (e): Reactive osteogenesis induced by bone marrow ablation in *Col1a1(2.3* *kb)-GFP*; *Dlx5-creER; R26R*^tdTomato^ (left panels) and *Fgfr3-creER*; *R26R*^tdTomato^ (right panels) femurs at P28 (pulsed at E12.5). These mice underwent surgery at P21. Metaphyseal (upper) and diaphyseal (lower) marrow space after one week of surgery. Scale bar: 500 µm. (f): Quantification of Col1a1-GFP^+^tdTomato^+^ cells in the metaphyseal and diaphyseal bone marrow. Percentage of Col1a1-GFP^+^tdTomato^+^ osteoblasts within Col1a1-GFP^+^ osteoblasts in the metaphysis (left) and diaphysis (right). *n* = 5 (Dlx5^CE^-E12.5), *n* = 4 (Fgfr3^CE^-E12.5) mice. Two-tailed, Mann-Whitney’s *U*-test. Data are presented as mean ± s.d. Exact *P* value is indicated in the figures. Source data are provided as a Source Data file.

As expected, this iPTH anabolic regimen substantially increased the trabecular bone mass particularly in the metaphysis associated with a substantial increase in osteoblasts (Fig. 7b, c, left panel) (Col1-GFP^+^ cells: 324.8 ± 40.7 and 362.0 ± 65.0 cells/area for Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 femurs, respectively, compared to 114.8 ± 11.6 cells/area in Vehicle-treated mice). Importantly, Fgfr3^CE^-E12.5 cells contributed to a great majority of newly formed osteoblasts, while virtually no Dlx5^CE^-E12.5 cells contributed to these cells in the metaphysis (Fig. 7c, right panel; GFP^+^tdTomato^+^ cells; 2.4 ± 0.9% and 55.1 ± 5.0% of total Col1-GFP^+^ cells for Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 femurs, respectively), demonstrating that Dlx5-creER^+^ cell-derived BMSCs barely account for iPTH-induced anabolic responses.

Second, we investigated the capability of Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 cells for injury-responsive osteogenesis using a femoral bone marrow ablation model, which induced direct differentiation of BMSCs within the marrow cavity (Fig. 7d)^38^. After 7 days of marrow ablation, Dlx5^CE^-E12.5 cells contributed to de novo bone formation exclusively in the diaphysis, while Fgfr3^CE^-E12.5 cells contributed predominantly in the metaphysis (Fig. 7e, f; GFP^+^tdTomato^+^ cells; 2.2 ± 1.5% and 76.0 ± 7.9% of total Col1-GFP^+^ cells in metaphyseal bone marrow, 57.4 ± 6.9% and 9.0 ± 3.0% of total Col1-GFP^+^ cells in diaphyseal bone marrow for Dlx5^CE^-E12.5 and Fgfr3^CE^-E12.5 femurs, respectively).

Therefore, Dlx5-creER^+^ perichondrial cell-derived BMSCs are refractory to bone anabolism by iPTH, and can contribute locally to reactive osteogenesis in the diaphyseal marrow space. In contrast, Fgfr3-creER^+^ chondrocyte-derived BMSCs have both active anabolic and regenerative osteogenic responses in the metaphyseal marrow space.

## Discussion

Here, we discovered a population of early perichondrial cells in the outer layer of the perichondrium defined by Dlx5 expression. We demonstrate that the Dlx5^+^ early perichondrial cells provide an important cell-of-origin for the diaphyseal bone marrow stroma of postnatal bones (Fig. 8). These Dlx5^+^ early perichondrial cells represent the second wave of cells populating the developing marrow space, which enter the marrow space following the initial wave of fetal chondrocytes that transform into marrow stroma-constituting cells. These perichondrium-derived cells subsequently occupy the diaphyseal bone marrow as stromal cells with an adipocyte-biased state, some of which also become trabecular bone osteoblasts. Our findings are based on the two cell type-specific inducible genetic tools that we identified in this study – *Dlx5-creER* for early perichondrial cells and *Fgfr3-creER* for fetal chondrocytes – which enable the deconvolution of the fetal chondrocyte-perichondrial cell lineage in bone marrow formation.

**Fig. 8:**
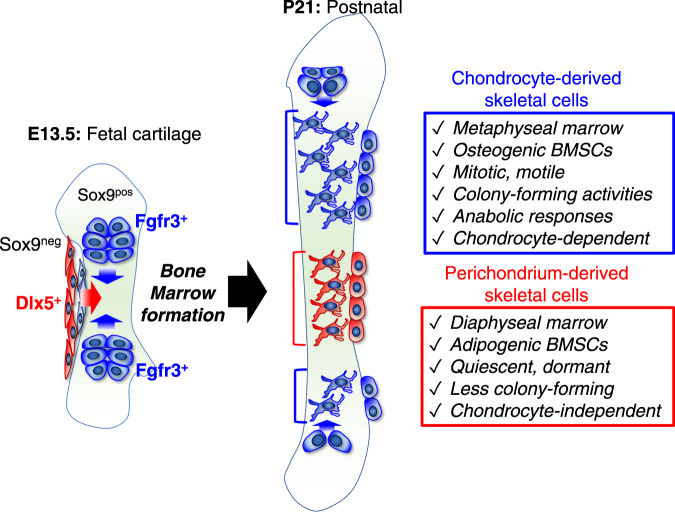
Dlx5^+^ fetal perichondrial cells are important cell-of-origin for distal bone marrow stroma. Dlx5^+^ fetal outer perichondrial cells translocate into the nascent marrow space and directly differentiate into marrow stromal cells by bypassing a Sox9^+^ state (chondrocyte-independent pathway). These early perichondrial skeletal cells continue to provide osteoblasts and bone marrow stromal cells well into the postnatal stage, unlike Osx^+^ perichondrial cells that have a limited life span. As a result, postnatal bone narrow is characterized by transitional mosaicism composed of both chondrocyte-derived and perichondrium-derived stromal cells.

Interestingly, Dlx5^+^ perichondrial cell-derived marrow stromal cells are characterized by pre-adipocyte-like characteristics and do not respond to bone anabolism by intermittent administration of parathyroid hormone (PTH). The emerging concept is that a subset of bone marrow stromal cells termed CXCL12-abundant reticular stromal cells (CAR cells) are composed of two distinct cellular subsets of pre-osteoblast-like (Osteo-CAR) cells and pre-adipocyte-like (Adipo-CAR) cells^37^. Our recent study demonstrates that Osteo-CAR and Adipo-CAR cells are likely to represent independent cell lineages that do not contribute one another^39^. Our findings provide preliminary evidence that quiescent pre-adipocyte-like marrow stromal (Adipo-CAR) cells in the diaphyseal marrow space might preferentially originate from the fetal perichondrium, while more active pre-osteoblast-like marrow stromal (Osteo-CAR) cells in the metaphyseal marrow space might predominantly originate from the fetal cartilage during bone marrow development.

One of the central questions regarding the two CAR cell types is whether these cells represent the recent bifurcation of a single progenitor present in adults that gives rise to both cell types or whether these are two wholly distinct cell lineages with distinct origins that happen to share some markers in common. The data presented here argues for the latter possibility, although further studies are needed to delineate such differential lineage contribution. Our findings support the theory that the adult bone marrow stromal compartments are developmentally prescribed within the two cells-of-origins of the fetal cartilage.

Recent investigation demonstrates that leptin receptor (LepR)-expressing marrow stromal cells are composed of two distinct peri-arteriolar and peri-sinusoidal subsets with different functionality. The peri-arteriolar LepR^+^ cells express osteolectin (encoded by *Clec11a*), which are rapidly-dividing and short-lived and poised to osteogenesis in a mechanosensitive manner^40^. This osteolection^+^ subset of LepR^+^ cells may coincide with Osteo-CAR cells that are localized to peri-arteriolar surfaces^37^. Importantly, these LepR^+^osteolectin^+^ cells are not fated to adipocytes^40^ and Osteo-CAR cells are not computationally predicted to give rise to Adipo-CAR cells^37^. Therefore, these studies also indicate that bone marrow stromal cells poised for osteogenesis and adipogenesis represent two distinct cell lineages. It remains to be determined whether Fgfr3^+^ fetal chondrocyte-derived CAR cells are similarly rapidly-dividing, short-lived and preferentially localized to peri-arteriolar surfaces.

Of note, Fgfr3^+^ fetal chondrocytes of the cartilage template appear to generate osteoblasts and stromal cells much more efficiently than PTHrP^+^ resting chondrocytes of the postnatal growth plate^41^. We postulate that substantial biological differences lie between stem cells in the cartilage template and those in the postnatal growth plate, which make their eventual cell fates fundamentally different. The mechanism conferring Fgfr3^+^ fetal chondrocytes the far superior capability to transform into osteoprogenitor cells is unclear at this stage, representing an important agenda for future investigation.

Dlx5^+^ perichondrial cells are distinct from previously described Osx-expressing osteogenic perichondrial cells that are located in the inner layer of the fetal perichondrium^4^. Dlx5^+^ cells represent an earlier cell population of Osx^+^ cells in the fetal perichondrium, as Dlx5^+^ cell derivatives sustainably contribute to cortical bone and marrow stromal compartments in postnatal bones, unlike Osx^+^ cell derivatives that contribute only transiently to these fractions. A potential limitation of our tamoxifen-inducible *creER*-based lineage-tracing approaches is that additional new recombination may occur for several days after tamoxifen injection, while cells are actively translocating to the nascent marrow space. It is therefore technically challenging to formally distinguish the cell fates of a cell population and its immediate descendants in a fast-evolving process of early bone development. Despite these limitations, we believe that our findings indicate that there may be a long-living cell population within the fetal perichondrium.

Interestingly, the contribution of Dlx5^+^ cell derivatives to cortical bone and marrow stromal compartments of the metaphyseal marrow space appears to be exhausted at later postnatal stages. We assume that this is due to the cell fate of Dlx5^+^ perichondrial cells that are primarily destined to become long-lived adipocyte-biased marrow stromal cells, which do not readily convert into short-lived osteoblast-biased marrow stromal cells. We therefore postulate that the Dlx5^+^ cell-derived osteoprogenitor pool in the marrow space is gradually replaced by those derived from other cellular sources such as Fgfr3^+^ cells in the metaphyseal marrow space in postnatal stages. Additionally, Osx is also expressed by an osteoblast-biased subset of CAR cells within the postnatal marrow space; however, these Osx^+^CXCL12^+^ marrow stromal cells are also transient and gradually disappear from this fraction^22^, presumably replaced by other cellular sources such as Fgfr3^+^ cells.

Whether these Dlx5^+^ early perichondrial cells possess characteristics as skeletal stem cells, such as those identified in the adult periosteum^42^, needs to be determined by further studies. The partnership between the perichondrium and the cartilage template may be one of the major driving forces for mammalian endochondral bone development.

## Methods

### Mouse strains

*Osx-creER*^4^ and *Cxcl12*^*GFP/+*^ ^43^ mice have been described previously. *Col2a1-cre* (JAX003554), *Col2a1-creER* (JAX006774), *Fgfr3-creER* (JAX025809), *Dlx5-creER* (JAX010705), *Rosa26-CAG-loxP-stop-loxP-tdTomato* (Ai14: *R26R-tdTomato*, JAX007914), *Col1a1(2.3* *kb)-GFP* (JAX013134), *Osteocalcin-GFP* (JAX017469), *Osterix-mCherry* (JAX024850), *Ptch1-floxed* (JAX030494), *FVB/NJ* (JAX001800), and *C57BL/6* *J* (JAX000664) mice were acquired from the Jackson laboratory. *Fgfr3-GFP* (MMRRC:031901-UCD) mice were acquired from the Mutant Mouse Resource and Research Centers. All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals approved by the University of Texas Health Science Center at Houston’s Animal Welfare Committee (AWC), protocol AWC-21-0070, and the University of Michigan’s Institutional Animal Care and Use Committee (IACUC), protocol 9496. All mice were housed in a specific pathogen-free condition, and analyzed in a mixed background. Mice were housed in static microisolator cages (Allentown Caging, Allentown, NJ). Access to water and food (irradiated LabDiet 5008, Richmond, IN) was ad libitum. Animal rooms were climate controlled to provide temperatures of 22–23 °C, 40–65% of humidity on a 12 h light/dark cycle (lights on at 0600). For all breeding experiments, *creER* transgenes were maintained in male breeders to avoid spontaneous germline recombination. Mice were identified by micro-tattooing or ear tags. Tail biopsies of mice were lysed by a HotShot protocol (incubating the tail sample at 95 °C for 30 min in an alkaline lysis reagent followed by neutralization) and used for PCR-based genotyping (GoTaq Green Master Mix, Promega, and Nexus X2, Eppendorf). Perinatal mice were also genotyped fluorescently (BLS miner’s lamp) whenever possible. Mice were euthanized by over-dosage of carbon dioxide or decapitation under inhalation anesthesia in a drop jar (Fluriso, Isoflurane USP, VetOne).

### Tamoxifen and induction of *cre-loxP* recombination

Tamoxifen (Sigma T5648) was mixed with 100% ethanol until completely dissolved. Subsequently, a proper volume of sunflower seed oil (Sigma S5007) was added to the tamoxifen-ethanol mixture and rigorously mixed. The tamoxifen-ethanol-oil mixture was incubated at 60 °C in a chemical hood until the ethanol evaporated completely. The tamoxifen-oil mixture was stored at room temperature until use. Tamoxifen was injected at a dose of 3 mg to pregnant mice intraperitoneally using a 26-1/2-gauge needle (BD309597).

### Intermittent administration of parathyroid hormone

Mice were given once daily subcutaneous injections of PTH (1–34) (100 µg/kg b.w., 4095855, Bachem) for 3 weeks from P21 to P42.

### Bone marrow ablation surgery

Mice were anesthetized through a nose cone, in which 1.5–2% isoflurane was constantly provided with oxygen through a vaporizer. For bone marrow ablation surgery, right femurs were operated, while left femurs were untreated and used as an internal control. After skin incision, cruciate ligaments of the knee were carefully separated using a dental excavator, and a hole was made in the intercondylar region of femurs using a 26-1/2-gauge needle (BD309597). The endodontic instruments (K-file, #35, 40, 45, 50; GC, Tokyo, Japan) were used in a stepwise manner to remove a cylindrical area of the marrow space. The surgical field was irrigated with saline, and the incision line was sutured.

### Histology and immunohistochemistry

Samples were dissected under a stereomicroscope (Nikon SMZ-800), and fixed in 4% paraformaldehyde for a proper period, typically ranging from 3 h to overnight at 4 °C, then decalcified in 15% EDTA for a proper period, typically ranging from 3 h to 14 days. Embryonic samples were not decalcified. Subsequently, samples were cryoprotected in 30% sucrose/PBS solutions and then in 30% sucrose/PBS:OCT (1:1) solutions, each at least overnight at 4 °C. Samples were embedded in an OCT compound (Tissue-Tek, Sakura) under a stereomicroscope and transferred on a sheet of dry ice to solidify the compound. Embedded samples were cryosectioned at 14 µm using a cryostat (Leica CM1850) and adhered to positively charged glass slides (Fisherbrand ColorFrost Plus). Sections were postfixed in 4% paraformaldehyde for 15 min at room temperature. For immunostaining, sections were permeabilized with 0.25% TritonX/TBS for 30 min, blocked with 3% BSA/TBST for 30 min and incubated with rabbit anti-SOX9 polyclonal antibody (1:500, EMD-Millipore, AB5535), rat anti-endomucin (EMCN) monoclonal antibody (1:100, Santa Cruz Biotechnology, sc65495), rabbit anti-MYH3 polyclonal antibody (1:500, Abcam, ab124205), rabbit anti-perilipin A/B polyclonal antibody (1:500, Sigma, P1873) or goat anti-ALPL polyclonal antibody (1:100, R&D, AF2910) overnight at 4 °C, and subsequently with Alexa Fluor 647-conjugated donkey anti-rabbit IgG (A31573) or Alexa Fluor 633-conjugated goat anti-rat IgG (A21049) (1:400, Invitrogen) for 3 hours at room temperature. Sections were further incubated with DAPI (4’,6-diamidino-2-phenylindole, 5 µg/ml, Invitrogen D1306) to stain nuclei prior to imaging.

### RNAscope in situ hybridization

Samples were fixed in 4% paraformaldehyde overnight at 4 °C, and then cryoprotected. Frozen sections at 14 µm were prepared on positively charged glass slides. In situ hybridization was performed with RNAscope Multiplex Fluorescent Detection Kit v2 (Advanced Cell Diagnostics 323100) using *Dlx5* (478151) and *Col2a1* (407221) probes according to the manufacturer’s protocol.

### Imaging and cell quantification

Images were captured by an automated inverted fluorescence microscope with a structured illumination system (Zeiss Axio Observer Z1 with ApoTome.2 system) and Zen 2 (blue edition) software. The filter settings used were: FL Filter Set 34 (Ex. 390/22, Em. 460/50 nm), Set 38 HE (Ex. 470/40, Em. 525/50 nm), Set 43 HE (Ex. 550/25, Em. 605/70 nm), Set 50 (Ex. 640/30, Em. 690/50 nm) and Set 63 HE (Ex. 572/25, Em. 629/62 nm). The objectives used were: Fluar 2.5x/0.12, EC Plan-Neofluar 5x/0.16, Plan-Apochromat 10x/0.45, EC Plan-Neofluar 20x/0.50, EC Plan-Neofluar 40x/0.75, Plan-Apochromat 63x/1.40. Images were typically tile-scanned with a motorized stage, Z-stacked and reconstructed by a maximum intensity projection (MIP) function. Differential interference contrast (DIC) was used for objectives higher than 10x. Representative images of at least three independent biological samples are shown in the figures. Quantification of cells on sections was performed using NIH Image J software.

### Cell preparation

For embryonic samples, hind limbs were harvested and incubated with 2 Wunsch units of Liberase TM (Sigma/Roche 5401127001) in 2 ml Ca^2+^, Mg^2+^-free Hank’s Balanced Salt Solution (HBSS, Sigma H6648) at 37 °C for 15 min on a shaking incubator (ThermomixerR, Eppendorf). For postnatal samples, soft tissues and epiphyses were carefully removed from dissected femurs. After removing distal epiphyseal growth plates and cutting off proximal ends, femurs were cut roughly and incubated with 2 Wunsch units of Liberase TM and 1 mg of Pronase (Sigma/Roche 10165921001) in 2 ml Ca^2+^, Mg^2+^-free HBSS at 37 °C for 60 min on a shaking incubator. After cell dissociation, cells were mechanically triturated using an 18-gauge needle with a 1 ml Luer-Lok syringe (BD) and a pestle with a mortar (Coors Tek), and subsequently filtered through a 70 µm cell strainer (BD) into a 50 ml tube on ice to prepare single-cell suspension. These steps were repeated for 5 times, and dissociated cells were collected in the same tube. Cells were pelleted and resuspended in an appropriate medium for subsequent purposes. For cell culture experiments, cells were resuspended in 10 ml culture medium and counted on a hemocytometer.

### Flow cytometry

Dissociated cells were stained by standard protocols with the following antibodies (1:500, eBioscience). eFluor450-conjugated CD31 (390, endothelial/platelet), CD45 (30F-11, hematopoietic), Ter119 (TER-119, erythrocytes), allophycocyanin (APC)-conjugated CD31 (390, endothelial/platelet), CD45 (30F-11, hematopoietic), and Ter119 (TER-119, erythrocytes). Flow cytometry analysis was performed using a four-laser BD LSR Fortessa (Ex. 405/488/561/640 nm) and FACSDiva software. Acquired raw data were further analyzed on FlowJo software (TreeStar). Representative plots of at least four independent biological samples are shown in the figures.

### Single-cell RNA-seq analysis of fluorescence-activated cell sorting-isolated cells

Cell sorting was performed using a four-laser BD FACS Aria III (Ex.407/488/561/640 nm) high-speed cell sorter with a 100 µm nozzle. tdTomato^+^ cells were directly sorted into ice-cold DPBS/1% BSA, pelleted by centrifugation and resuspended in appropriate amount of DPBS/1% BSA (1000 cells/μl). Cell numbers were quantified by Countess II automated Cell Counter (ThermoFisher) before loading onto the Chromium Single Cell 3′ v2 microfluidics chip (10x Genomics Inc., Pleasanton, CA). cDNA libraries were sequenced by Illumina HiSeq 4000 using two lanes and 50 base single-end read, generating a total of ~ 770 million reads, or by NovaSeq 6000 using 150 base pair-end read. The sequencing data was first pre-processed using the 10X Genomics software Cell Ranger. For alignment purposes, we generated and used a custom genome fasta and index file by including the sequences of *tdTomato-WPRE* to the mouse genome (mm10).

### Quality Control and Exploration of scRNA Sequencing Data (Seurat)

We carried out quality control (QC) and cell identification steps, by utilizing Seurat 3.0^44^. We created a Seurat object from the raw gene count matrix, by using the *Read10X()* and *CreateSeuratObject()* functions. Only features detected in at least 10 cells were retained and only cells with at least 500 features were kept for subsequent analysis. In the QC steps, we filtered out low-quality cells. We excluded cells that had: (1) <2000 or >9000 unique feature counts, or (2) >15% mitochondrial content.

To project high-dimensional data into low-dimensional space for visualizing the cluster structure, we applied the functions of *RunUMAP()* with dims = 1:30, *FindNeighbors()* with dims = 1:30, and *FindClusters()* with resolution = 0.5. We removed a total of two clusters, consisting of cells showing little to no tdTomato expression, using *subset()*. Of those, 7889 cells met the QC criteria and were used for downstream analysis.

We explored differentially expressed genes (DEGs) across cell clusters by using *FindMarkers()*. With this approach, we ranked the DEGs with p-values from smallest to largest (statistical significance defined by adjusted p-values <0.05). We used canonical gene markers and the top 100 DEGs of the 10 clusters to assign their cell identities. The UMAP-based cluster visualization and the marker gene expression plots are shown in Fig. 1d, e, respectively. For further analyses of intercellular communication and RNA velocity, we exported the UMAP coordinates of 7889 cells and the clustering results of 10 cell populations (refer to CellChat and scVelo sections).

### Quantitative analysis of cell-cell communication networks of scRNA data (CellChat)

To study how intercellular signaling networks among various cell types shape their differentiation response, we employed CellChat^30^. First, we extracted the normalized count data matrix and cell cluster information from the Seurat object, by applying the function *GetAssayData()* with the settings of assay = “RNA” and slot = “data”. Subsequently, we generated a CellChat object with *createCellChat()* and added the corresponding cell identities with *setIdent()*. We applied *subsetData()* to subset the expression data of signaling genes, as recommended by the CellChat protocol.

We used *CellChatDB.mouse*, a database of 2021 validated molecular interactions containing the ligands, receptors, and their cofactors, as the basis for the ligand-receptor analysis. We subsequently applied *identifyOverExpressedGenes()* and *identifyOverExpressedInteractions()* to discover the over-expressed genes as well as the over-expressed ligand-receptor pairs (statistical significance level defined by the Bonferroni corrected *p*-value < 0.05). We utilized *projectData()* to project the gene expression values of ligand-receptor pairs onto protein-protein interaction (PPI) network.

To infer the communication probability of each signaling pathway, we applied *computeCommunProb()*, followed by *computeCommunProbPathway()* and *aggregateNet()* for computing and aggregating communication networks between cells. We used *netAnalysis_computeCentrality()* to compute intercellular communication networks of signaling pathways, thus inferring the role(s) of the 10 cell clusters as the sender, receiver, mediator, and/or influencer.

### RNA velocity analysis (velocyto and scVelo)

We used the sample-specific aligned bam file from Col2a1^cre^-E13.5 mouse (GEO Accession Number: GSM3619209), as the input for velocyto to quantify the unspliced and spliced abundances, generating a loom file^26^. To calculate the RNA velocities of the single cells, we utilized scVelo (version 0.2.2)^45^. We normalized and log-transformed gene expression using the function *scvelo.pp.filter_and_normalize()*,with settings of min_shared_counts = 20, n_top_genes = 5500, flavor = “seurat”. We computed the first and second order moments for each cell across its nearest neighbors by using *scvelo.pp.moments()* with settings of method = ‘umap’, n_neighbors = 30, n_pcs = 30, knn = True. We estimated the velocities by running the likelihood-based dynamical model with *scvelo.tl.velocity(mode* = *“dynamical”)*, and constructed the velocity graph with *scvelo.tl.velocity_graph()*.

To test for the presence of differential kinetics across cell types that could not be well explained by a single model of the overall dynamics, we applied *scvelo.tl.differential_kinetic_test()*. We then recomputed the RNA velocities, by using *scvelo.pp.neighbor()* with similar settings mentioned before, *scvelo.tl.velocity(diff_kinetics* = *True)*, and *scvelo.tl.velocity_graph()*. To visualize the RNA velocities, we projected velocities onto the UMAP coordinates, using the function *scvelo.tl.velocity_embedding_stream()* with the setting of basis = ‘umap’. The UMAP plot is shown in Fig. 1f.

### Single-cell fate mapping (CellRank)

To compute a global map of cellular fate potential, we performed cell fate mapping inference by carrying out the protocol from CellRank^46^. We used *cr.tl.initial_states()* with default settings. We determined the initial cell population to be cluster 5, based on the generalized Perron Cluster Cluster Analysis (G-PCCA) method, implemented in CellRank^46,47^. A representative graph of global probabilistic fates at the single-cell level and the inferred root cell population, is presented in Fig. 1g.

### Bulk RNA-seq analysis of FACS-isolated cells

Dissociated bone marrow cells harvested from P21 littermate mice were pooled based on the genotype [*Cxcl12*^*GFP/+*^; *Dlx5-creER*; *R26R*^tdTomato^ (pulsed at E12.5, Dlx5-E12.5 mice) or *Cxcl12*^*GFP/+*^; *Fgfr3-creER*; *R26R*^tdTomato^ (pulsed at E12.5, Fgfr3-E12.5 mice)]. Cell sorting was performed using a four-laser BD FACS Aria III (Ex.407/488/561/640 nm) high-speed cell sorter with a 100 µm nozzle. *Cxcl12*-GFP^high^tdTomato^+^ cells isolated from Dlx5-E12.5 or Fgfr3-E12.5 mice were directly sorted into ice-cold DPBS/10% FBS and pelleted by centrifugation. Total RNA was isolated using PicoPure RNA Isolation Kit (KIT0204, ThermoFisher), followed by DNA-free DNA removal kit (AM1906, ThermoFisher) to remove contaminating genomic DNA. RNA Integrity Number (RIN) was assessed by Agilent 2100 Bioanalyzer RNA 6000 Pico Kit. Samples with RIN > 8.0 were used for subsequent analyses. Complementary DNAs were prepared by SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech 634888). Post-amplification quality control was performed by Agilent TapeStation DNA High Sensitivity D1000 Screen Tape system. DNA libraries were prepared by Nextera XT DNA Library Preparation Kit (Illumina) and submitted for NextGen sequencing (Illumina NovaSeq 6000 150 base for pair-end reads for Dlx5^E12.5^ samples [*n* = 3 biological replicates], HiSeq 4000, 50 base for single-end reads for Fgfr3^E12.5^ samples [*n* = 2 biological replicates]). Reads files were downloaded and concatenated into a single.fastq file for each sample. The quality of the raw reads data for each sample was checked using FastQC to identify quality problems. Tuxedo Suite software package was subsequently used for alignment (using TopHat and Bowtie2). FastQC was used for a second round of quality control (post-alignment). We employed biomaRt^48^ to convert Ensembl gene identifiers into MGI (Mouse Genome Informatics) mm10 gene symbols. To omit known pseudogenes, we only included protein coding genes, defined by their gene biotypes, in addition to reporter genes, such as *cre*, *eGFP*, and *tdTomato*. We utilized edgeR^49^ to perform library size normalization and differential expression analysis. For normalization of sequencing depth of each replicate, read counts were scaled to CPM (counts per million). Only genes having CPM greater or equal to 10 in at least two out of the five samples were included. The resulting 10,542 genes were used for subsequent downstream differential expression analysis. We discovered upregulated genes in Dlx5^E12.5^ and Fgfr3^E12.5^ samples, which were defined by having an absolute number of log_2_FC (log_2_ Fold Change) greater than 1 and B-H (Benjamini-Hochberg) adjusted *p*-value <0.05. For an unbiased view of the top differentially expressed genes, we used EnhancedVolcanoPlot^50^ to construct a volcano plot, as shown in Fig. 6c, highlighting the names of the 100 most differentially expressed genes. The gene ranking was based on descending order by log_2_FC. Next, considering all upregulated genes in Dlx5^E12.5^ (*n* = 1379) and in Fgfr3^E12.5^ (*n* = 1854) cells, we conducted GO (Gene Ontology) enrichment analysis using ClusterProfiler4.0^51^. The top 20 GO enriched biological processes for each condition were ranked by B-H adjusted p-value and were illustrated in Fig. 6e.

### Colony-forming assay and subcloning

Nucleated bone marrow cells were plated into tissue culture 6 well plates (BD Falcon) at a density of <10^5^ cells/cm^2^, and cultured in low-glucose DMEM with GlutaMAX supplement (Gibco 10567022) and 10% mesenchymal stem cell-qualified FBS (Gibco 12662029) containing penicillin-streptomycin (Sigma P0781) for 10~14 days. Cell cultures were maintained at 37 °C in a 5% CO_2_ incubator. Representative images of at least three independent biological samples are shown in the figures. For CFU-Fs, cells were fixed with 70% Ethanol for 5 min and stained for 2% methylene blue.

### Statistics and reproducibility

Results are presented as mean values ± S.D. Statistical evaluation was conducted using the Mann-Whitney’s *U*-test or one-way ANOVA. A *P* value of <0.05 was considered significant. No statistical method was used to predetermine sample size. Some of the data were excluded from the study because of the pre-established criteria such as problems or failures in identifying correct genotypes or birth dates, and issues unrelated to the intervention of the study such as spontaneous malnutrition. Sample size was determined on the basis of previous literature and our previous experience to give sufficient standard deviations of the mean so as not to miss a biologically important difference between groups. The experiments were not randomized. All of the available mice of the desired genotypes were used for experiments. The investigators were not blinded during experiments and outcome assessment. One femur from each mouse was arbitrarily chosen for histological analysis. Genotypes were not particularly highlighted during quantification.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data generated in this study are provided in the Source Data file. The raw data generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The single cell and bulk RNA-seq data presented herein have been deposited in the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO), and are accessible through GEO Series accession numbers GSE126966, GSE197933. Source data are provided with this paper. Reference genome mm10 (Ensembl release 93) for transcript annotation is publicly available on Ensembl, including a gtf file [http://ftp.ensembl.org/pub/release-93/gtf/mus_musculus/Mus_musculus.GRCm38.93.gtf.gz] and a fasta file [http://ftp.ensembl.org/pub/release-93/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna_sm.primary_assembly.fa.gz]. The scRNA-seq data presented in this study is accessible from the following link through the cellxgene platform: https://welchlab.dcmb.med.umich.edu/view/Dlx5/col2e.h5ad/. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The fate of early perichondrial cells in developing bones
**Source:** Nat Commun. 2022 Nov 28;13:7319. doi: 10.1038/s41467-022-34804-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

The fate of early perichondrial cells in developing bones

Matsushita et al.

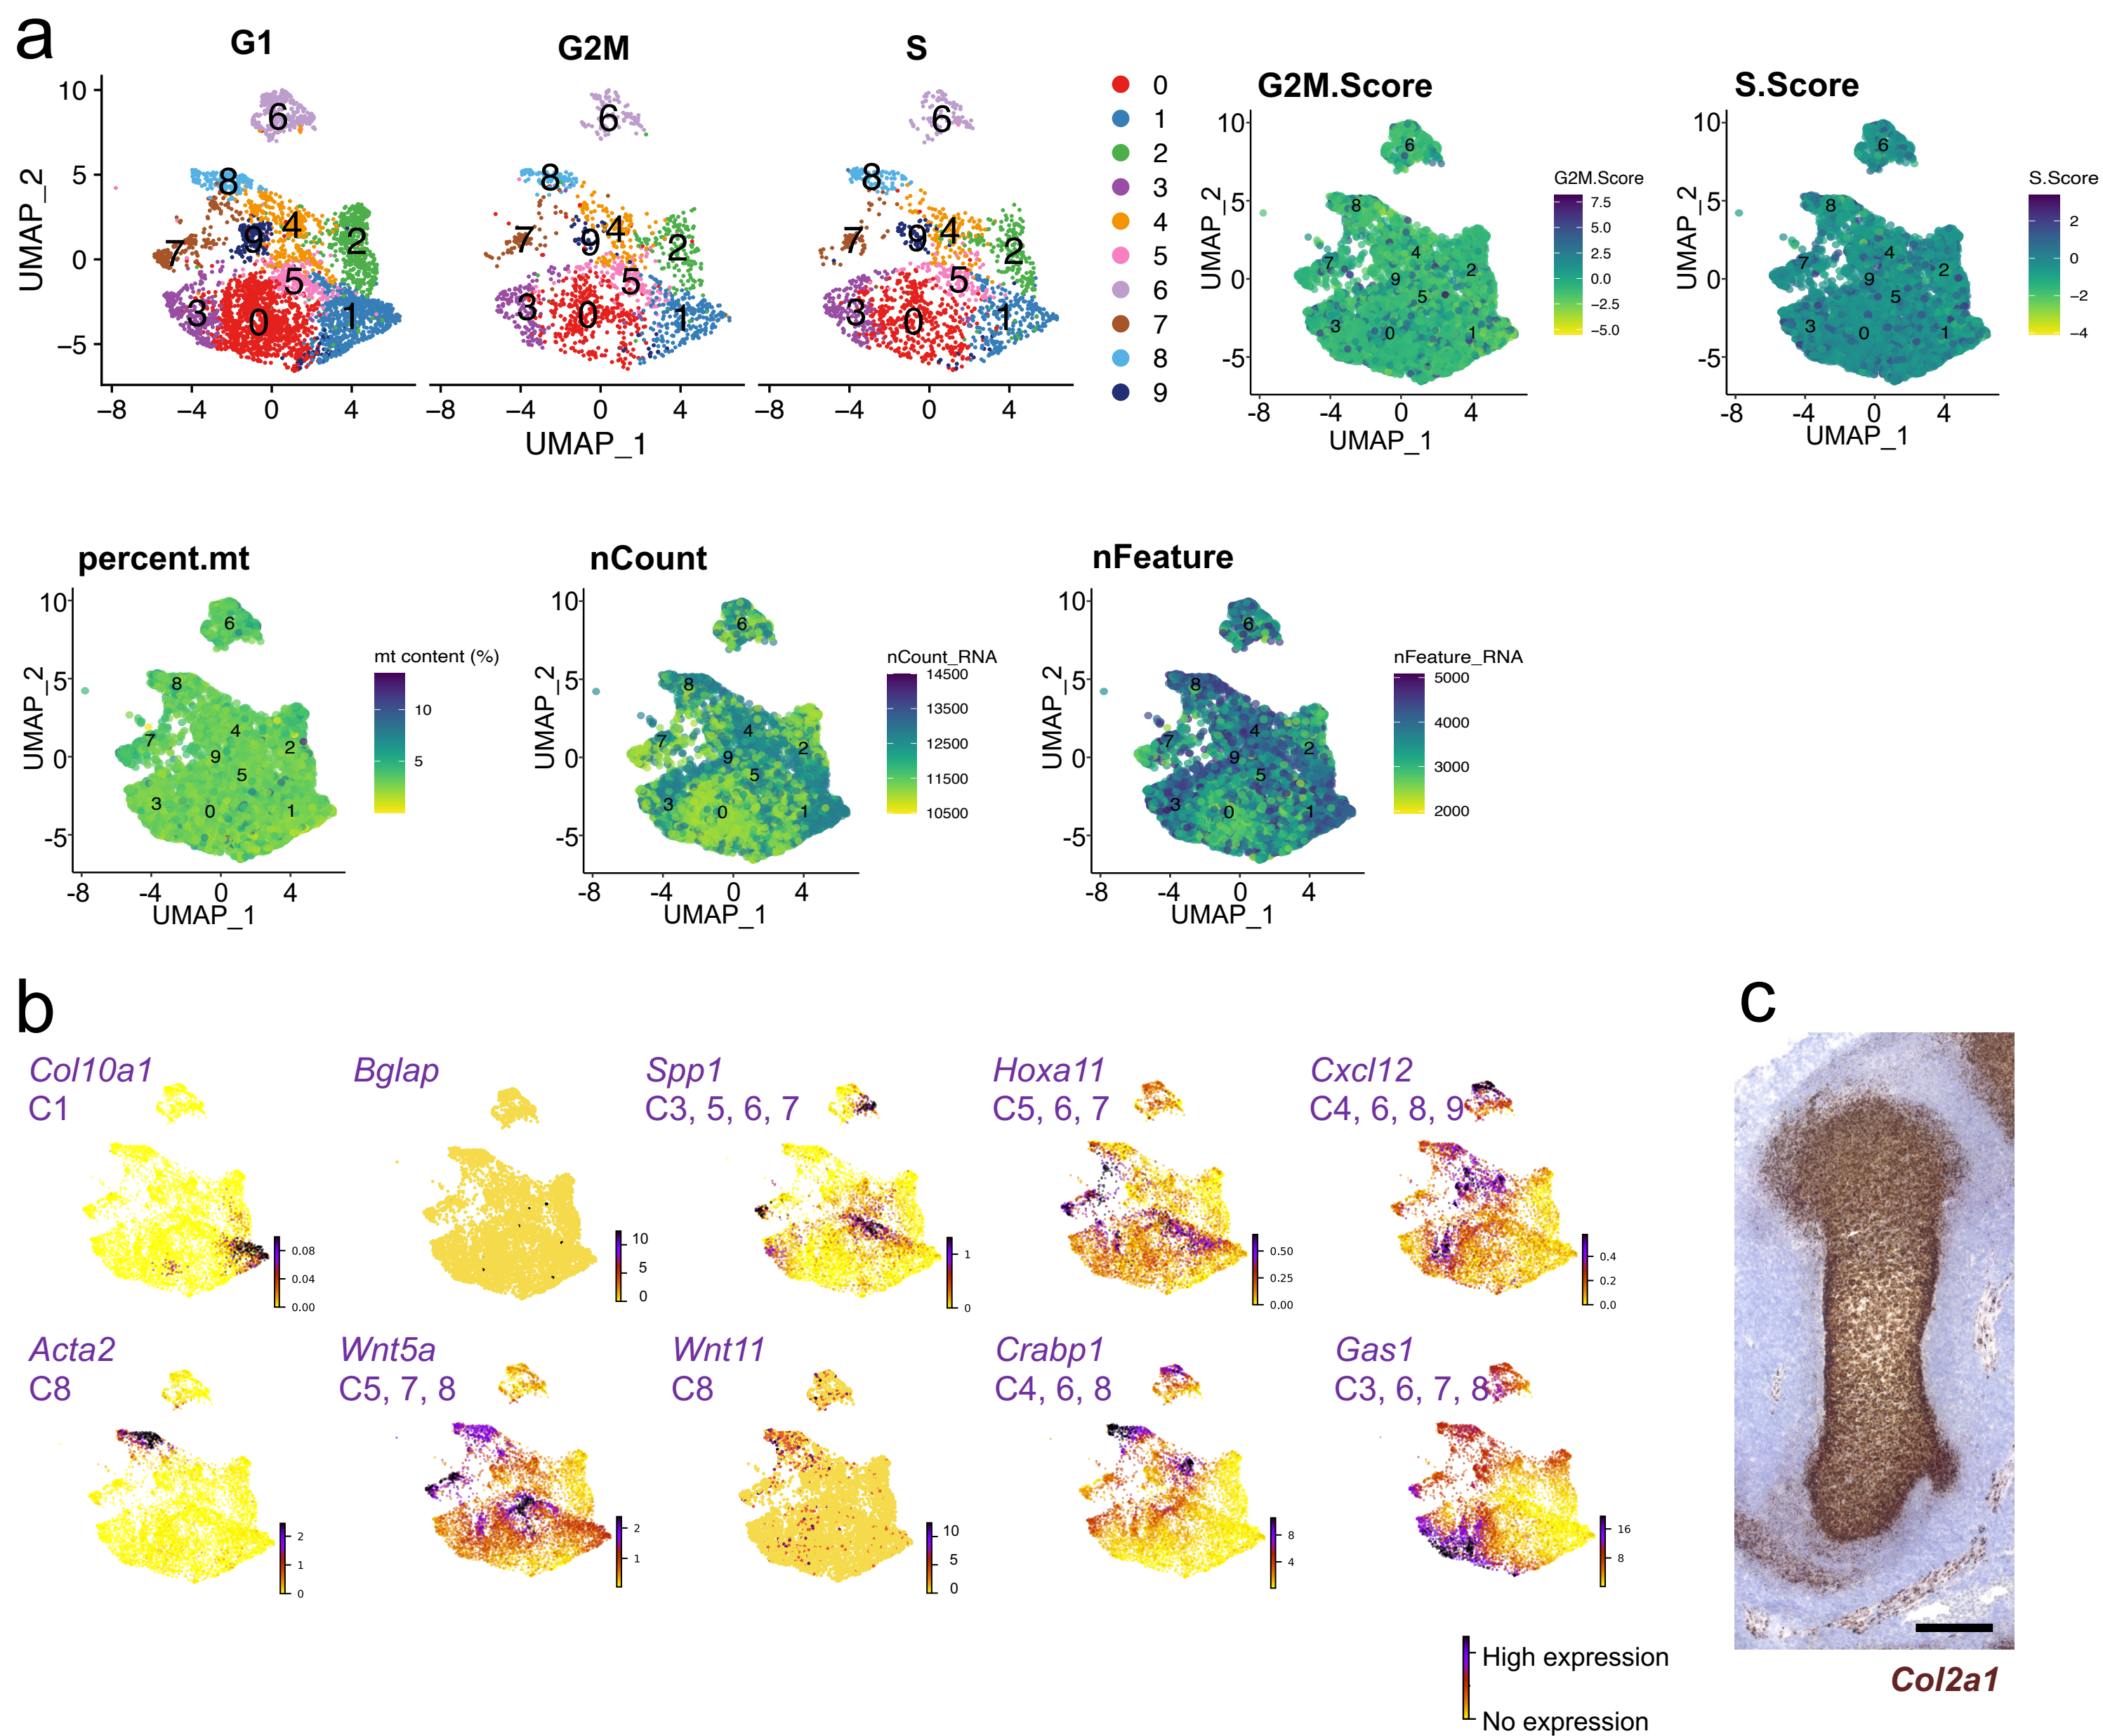

**Supplementary Figure 1. Single-cell RNA-seq identifies a perichondrial cluster as a putative cell origin in the fetal cartilage**

(a): Top panel: Distribution of cells classified in G1, G2/M, and S phase (left). Feature plots of quantitative score at G2/M and S phase of the cell cycle (right). Bottom panel: color indicates the percentage of mitochondrial content (left), the total number of molecules detected (center), and the number of genes detected (right) in each cell.

(b): Feature plots of representative genes (*Col10a1*, *Bglap*, *Spp1*, *Hoxa11*, *Cxcl12*, *Acta2*, *Wnt5a*, *Wnt11*, *Crabp1* and *Gas1*) enriched in each cluster. Violet: high expression, yellow: low expression.

(c): RNAScope analyses of *Col2a1*. Scale bar: 200µm. *n*=4 mice.

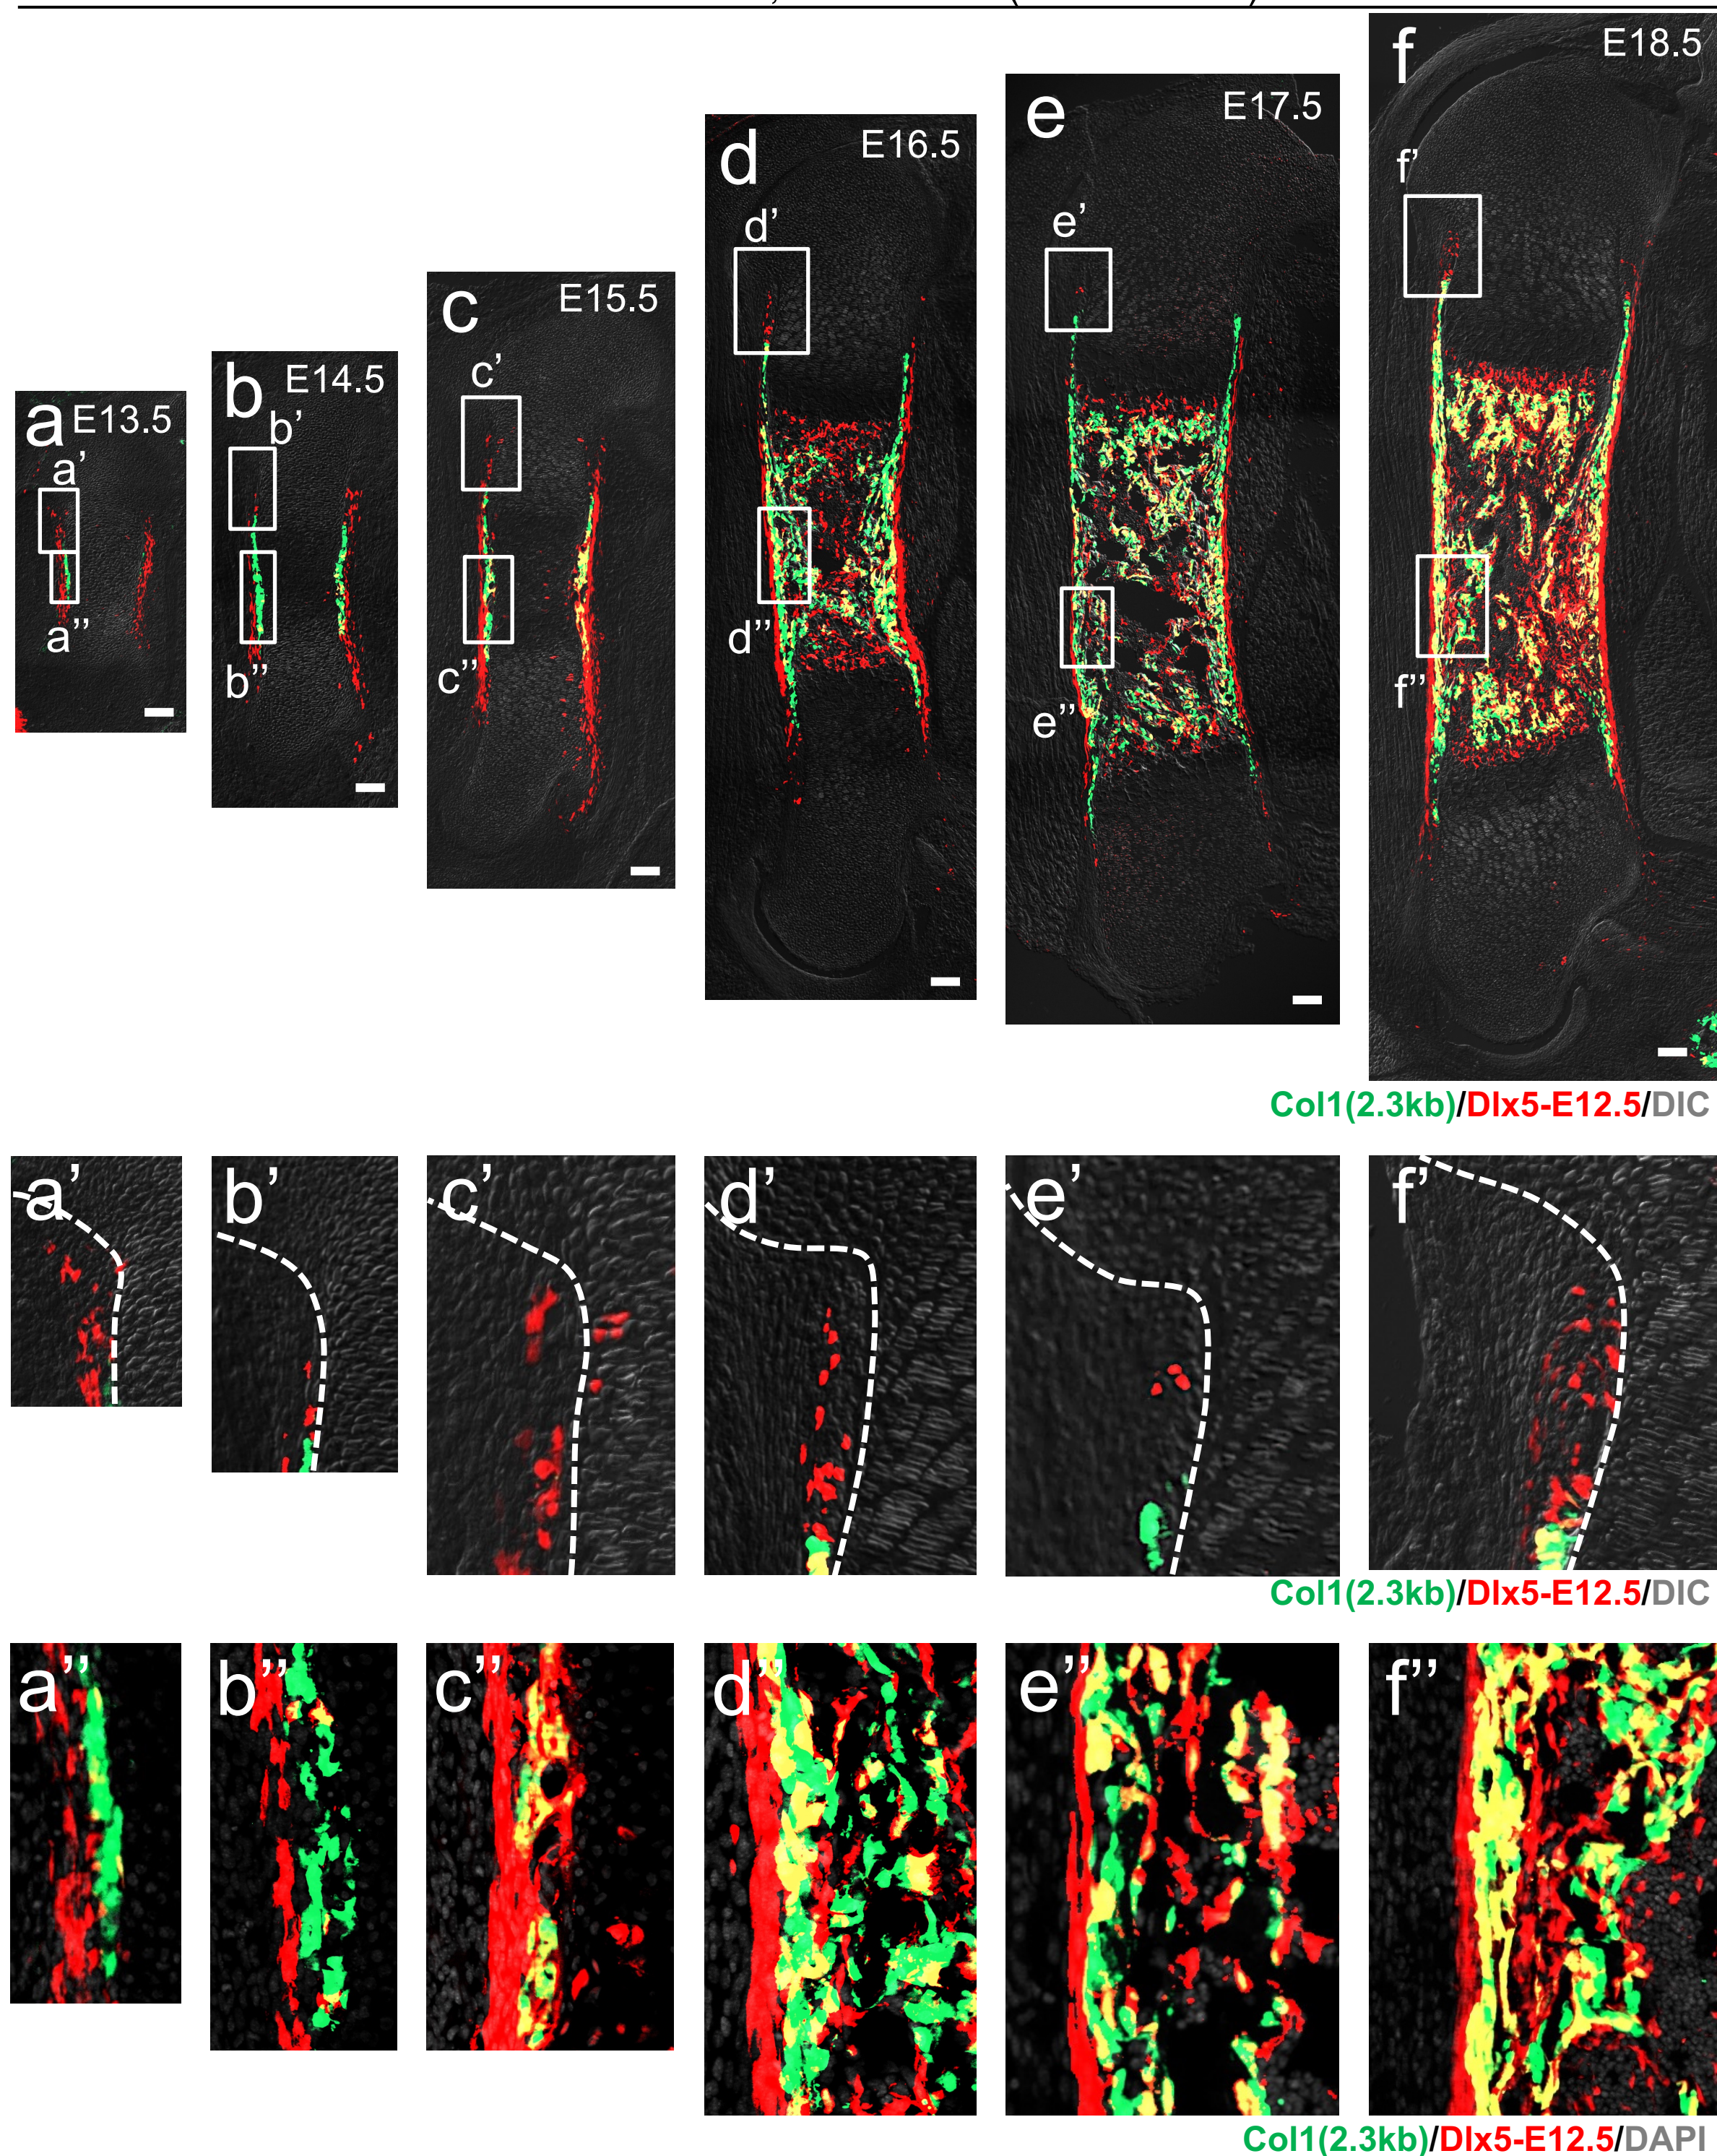

**Supplementary Figure 2. *Dlx5-creER*<sup>+</sup> early perichondrial cells contribute to both cortical and marrow stromal compartment**

**(a-f)** Lineage tracing analyses of *Colla1*(2.3kb)-GFP; *Dlx5-creER*; *R26R<sup>tdTomato</sup>* femur (pulsed at E12.5). Migratory path of *Dlx5<sup>CE</sup>*-E12.5 cells from the perichondrium to the marrow space by analyzing serial time points from E13.5 to E18.5. E13.5 (a). E14.5 (b), E15.5 (c), E16.5 (d), E17.5 (e) and E18.5 (f). Scale bar: 200μm. *n*=4 mice per each group.

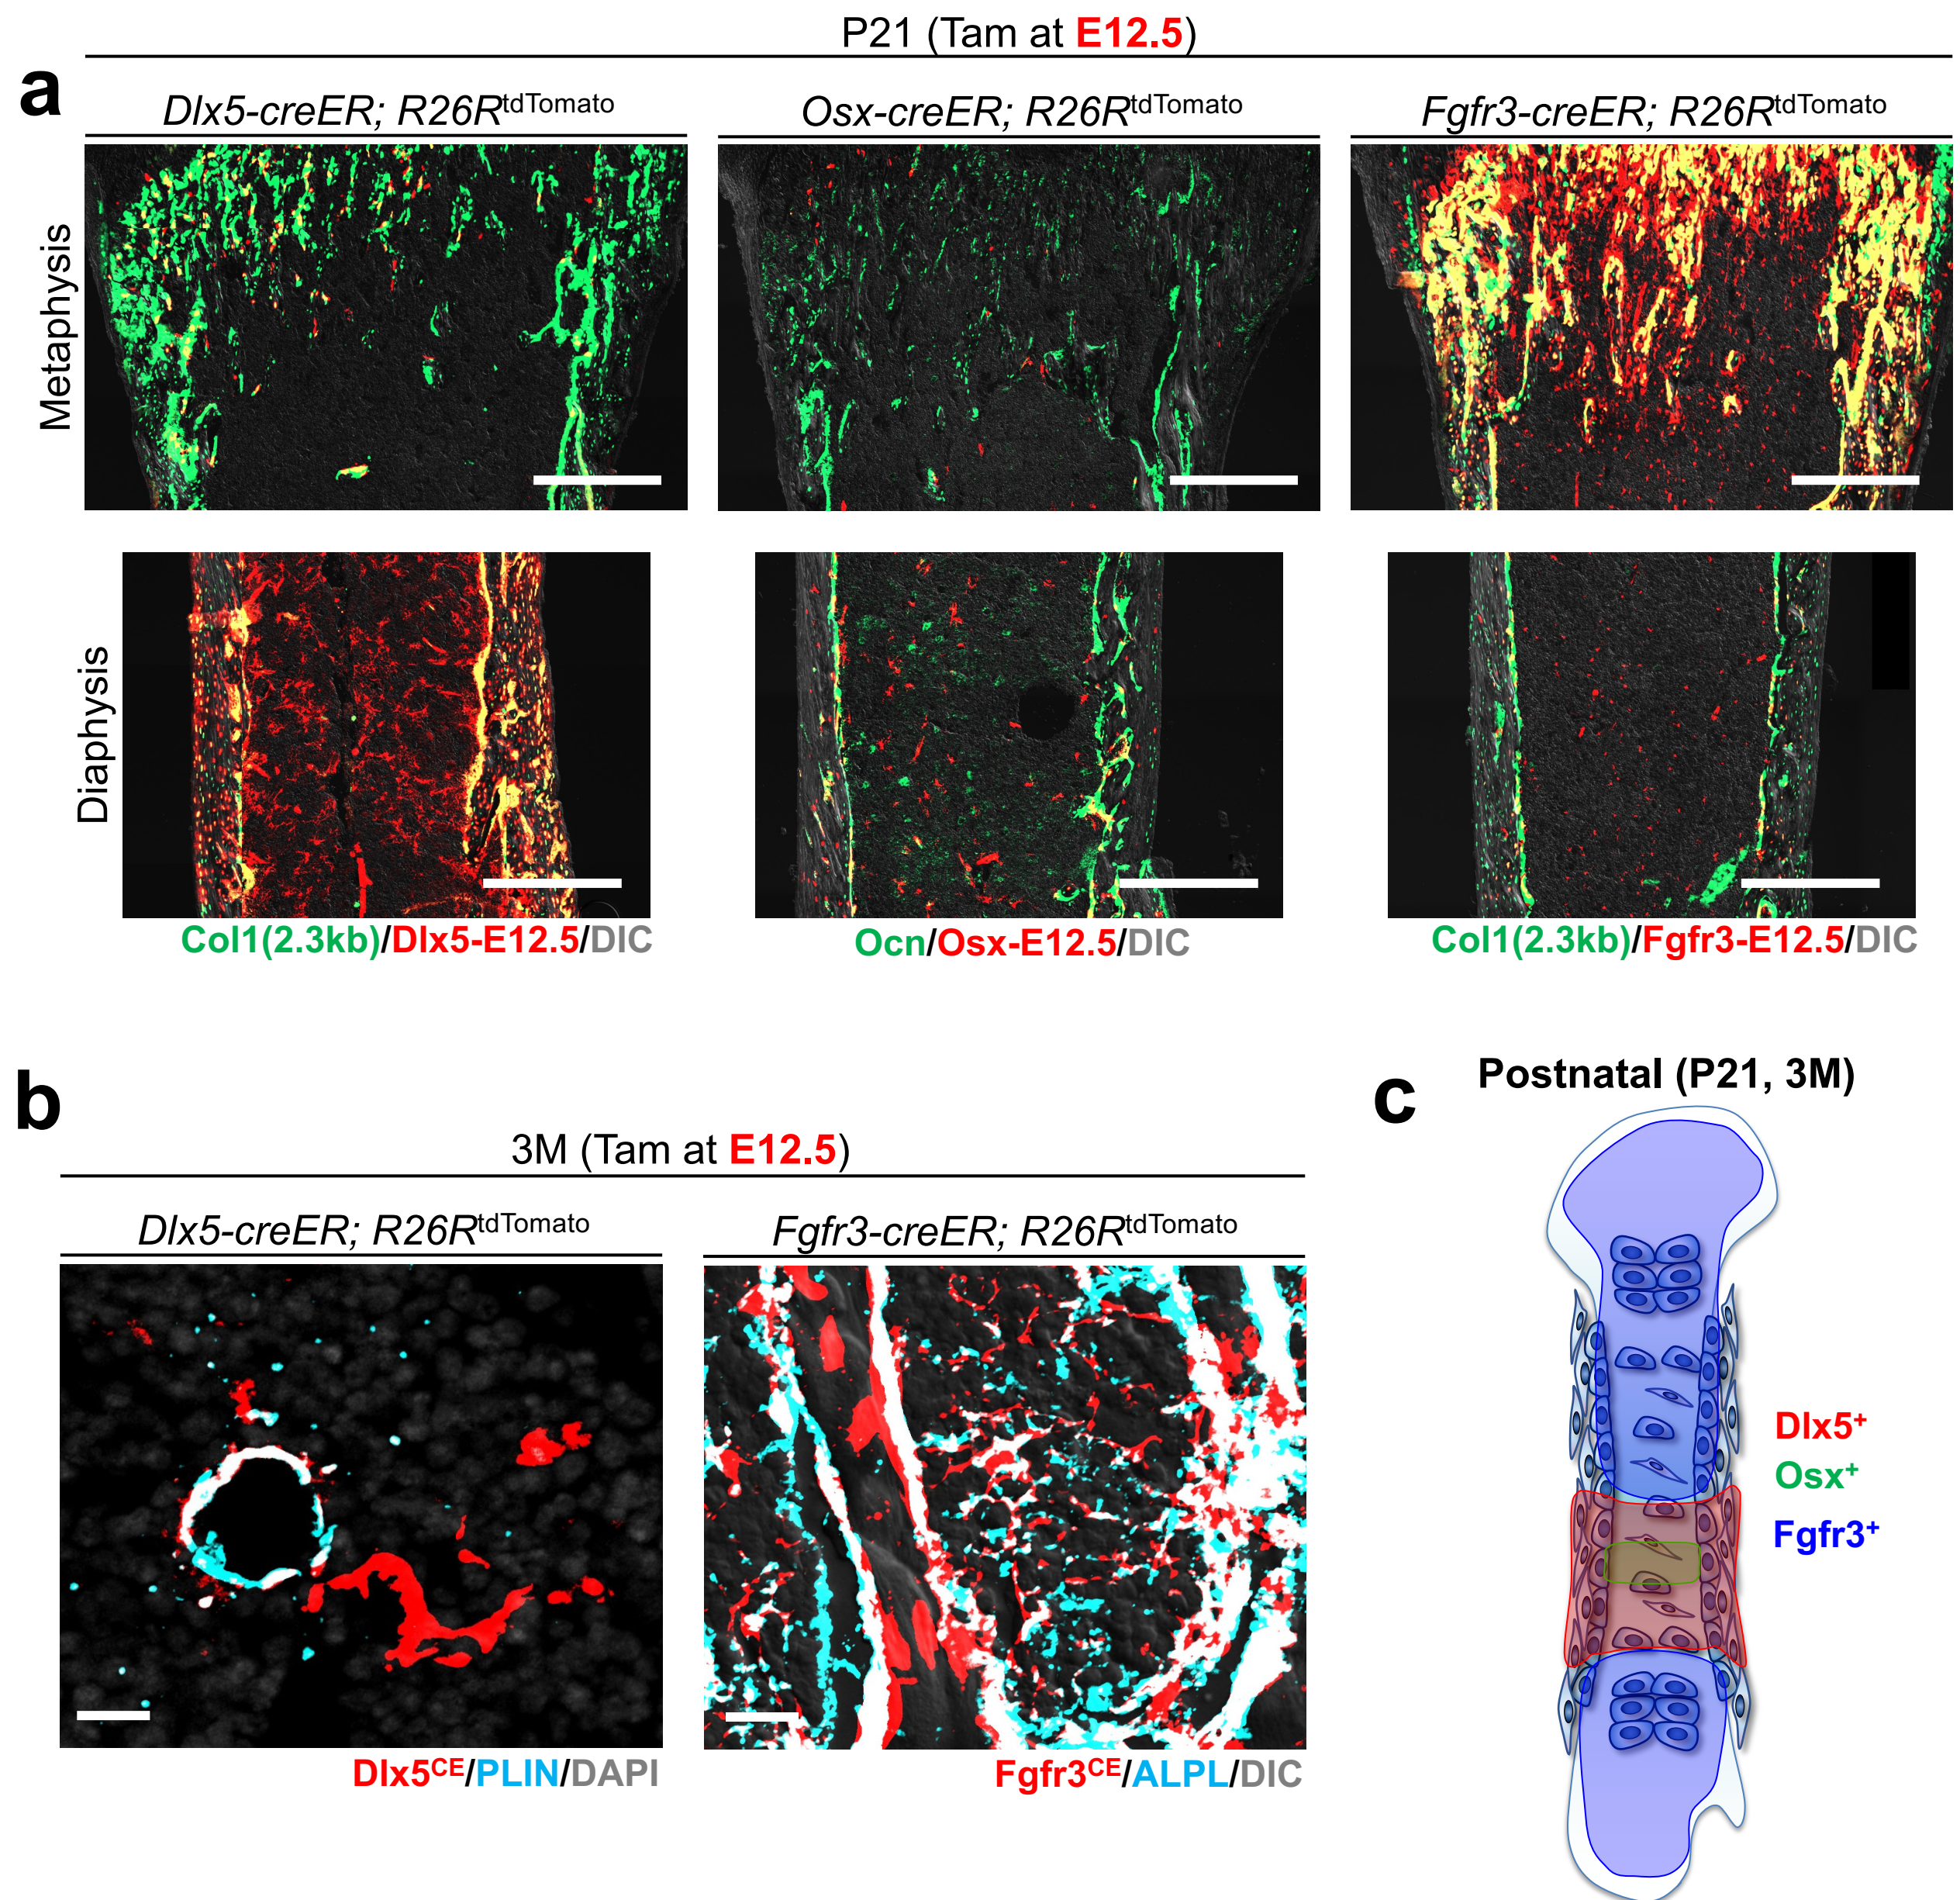

**Supplementary Figure 3. Dlx5-creER<sup>+</sup> perichondrial cells contribute postnatally to diaphyseal bone marrow stroma**

- (a)** Lineage contribution of fetal (E12.5) Dlx5-creER<sup>+</sup>, Osx-creER<sup>+</sup> or Fgfr3-creER<sup>+</sup> cells to osteoblasts and osteocytes at P21. Upper panels: metaphysis. Lower panels: diaphysis. Scale bar: 500μm. *n*=4 mice per each group.
- (b)** Lineage contribution of fetal (E12.5) Dlx5-creER<sup>+</sup> cells to adipocytes and Fgfr3-creER<sup>+</sup> cells to osteoblasts at 3M. Immunostaining for PLIN (Dlx5-creER<sup>+</sup> cells) and ALPL (Fgfr3-creER<sup>+</sup> cells). Scale bar: 20μm. *n*=4 mice per each group.
- (c)** Diagram depicting lineage contribution of Dlx5-creER<sup>+</sup>, Osx-creER<sup>+</sup> and Fgfr3-creER<sup>+</sup> cells in endochondral bone formation, at postnatal stages (P21 and 3M).

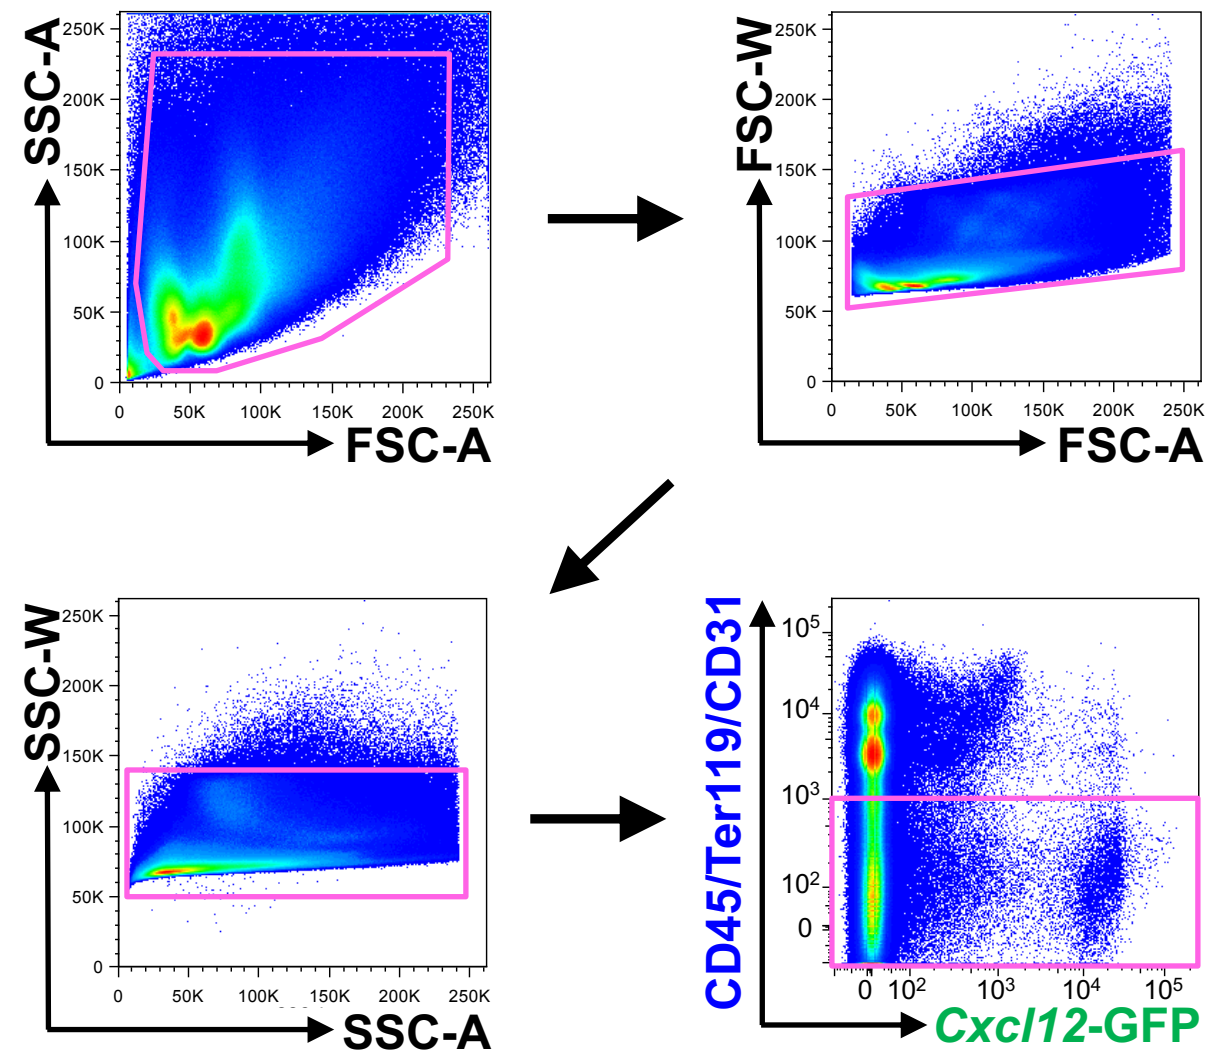

**Supplementary Figure 4. Flow cytometry analysis of lineage-marked Cxcl12-GFP<sup>+</sup> bone marrow stromal cells**

Flow cytometry analysis of CD45/Ter119/ CD31<sup>neg</sup> cells at P21. Gating strategy for Cxcl12-GFP<sup>+</sup> bone marrow stromal cells isolated from *Cxcl12*<sup>GFP/+</sup>; *Dlx5-creER*; *R26R*<sup>tdTomato</sup>, *Cxcl12*<sup>GFP/+</sup>; *Osx-creER*; *R26R*<sup>tdTomato</sup> and *Cxcl12*<sup>GFP/+</sup>; *Fgfr3-creER*; *R26R*<sup>tdTomato</sup> femurs (pulsed at E12.5).

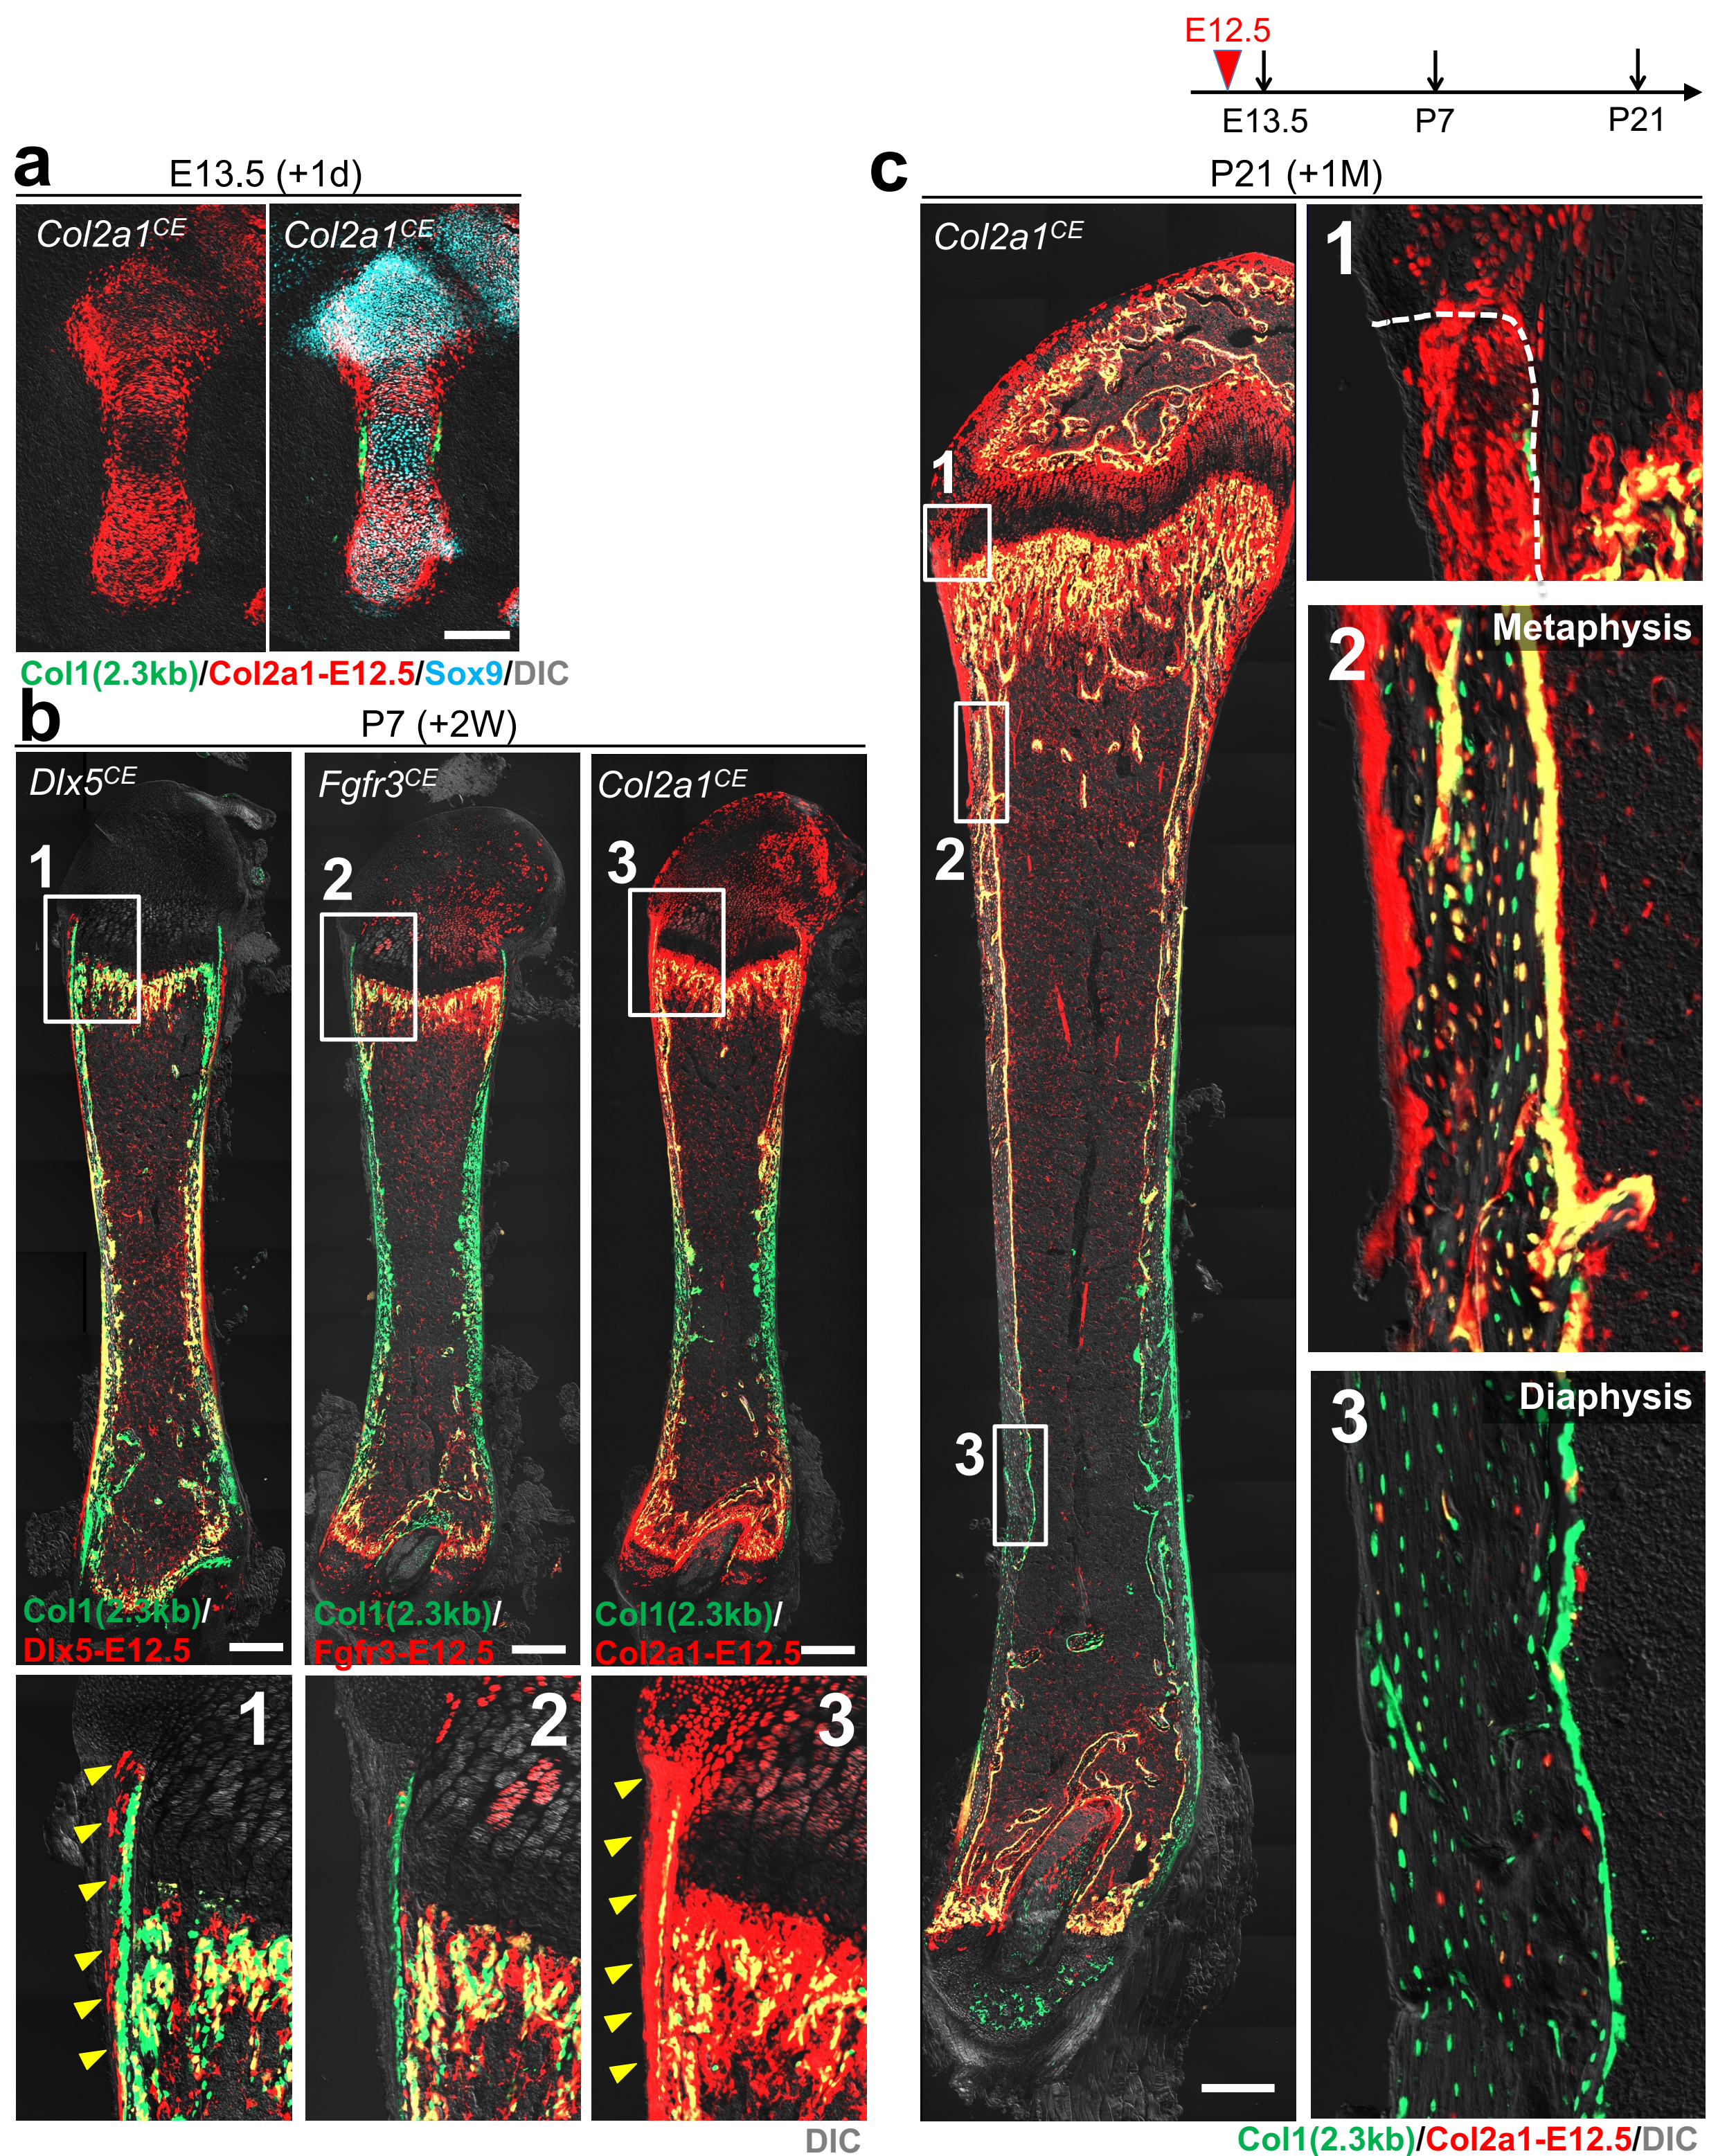

**Supplementary Figure 5. *Dlx5*-creER<sup>+</sup> perichondrial cells contribute postnatally to diaphyseal bone marrow stroma**

**(a-c)** Cell-fate analysis of *Col2a1*-creER<sup>+</sup> cells, pulsed at E12.5.

(a): Cartilage template of *Col1a1(2.3kb)*-GFP; *Col2a1creER*; *R26R<sup>tdTomato</sup>* femur at E13.5 stained for Sox9. Scale bar: 200μm. *n*=4 mice.

(b): *Col1a1(2.3kb)*-GFP; *Dlx5-creER*; *R26R<sup>tdTomato</sup>*, *Col1a1(2.3kb)*-GFP; *Fgfr3-creER*; *R26R<sup>tdTomato</sup>* or *Col1a1(2.3kb)*-GFP; *Col2a1-creER*; *R26R<sup>tdTomato</sup>* femurs at P7. Lower panels: magnified images of the rectangles. Arrowheads: perichondrial or periosteal cells.

Upper left: *Col1a1(2.3kb)*-GFP; *Col2a1creER*; *R26R<sup>tdTomato</sup>* femurs at E13.5. Scale bar: 500μm. *n*=4 mice per each group.

(c): *Col1a1(2.3kb)*-GFP; *Col2a1-creER*; *R26R<sup>tdTomato</sup>* femur at P21. Right panels: magnified views of the rectangles. Dotted line: border of perichondrium and growth plate. Scale bar: 500μm. *n*=4 mice.

# Supplementary material for: The fate of early perichondrial cells in developing bones
**Source:** Nat Commun. 2022 Nov 28;13:7319. doi: 10.1038/s41467-022-34804-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection ZEN 2 (blue edition, ZEISS), FACSDiva (BD), Cell Ranger 2.2 (10X Genomics)

Data analysis ZEN 2 (blue edition, ZEISS), Image J 13.0.6 (NIH), FlowJo 9.9.6 (TreeStar), GraphPad Prism 8.4.3 (GraphPad Software), Seurat 3.0, CellChat, velocity, scVelo, CellRank, DESeq2, EdgeR

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated in this study are provided in the Source Data file. The raw data generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The single cell and bulk RNA-seq data presented herein have been deposited in the National Center for Biotechnology Information (NCBI)'s Gene Expression Omnibus (GEO), and are accessible through GEO Series accession numbers GSE126966 [https://

[www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126966](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126966)], GSE197933 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197933]. Source data are provided with this paper. Reference genome mm10 (Ensembl release 93) for transcript annotation is publicly available on Ensembl, including a gtf file [http://ftp.ensembl.org/pub/release-93/gtf/mus\_musculus/Mus\_musculus.GRCm38.93.gtf.gz] and a fasta file [http://ftp.ensembl.org/pub/release-93/fasta/mus\_musculus/dna/Mus\_musculus.GRCm38.dna\_sm.primary\_assembly.fa.gz]. The scRNA-seq data presented in this study is accessible from the following link through the cellxgene platform: <https://welchlab.dcmh.med.umich.edu/view/Dlx5/col2e.h5ad/>. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. We chose the numbers of mice based on the similar research in the field (Nat Commun 11:332, 2020). These sample size give good standard errors of the mean and good statistics to make it unlikely that we miss a biologically important difference between groups.                                                                                                                                                                                   |
| Data exclusions | Some of the data were excluded from the study because of the pre-established criteria such as problems or failures in identifying correct genotypes or birth dates, and issues unrelated to the intervention of the study such as spontaneous malnutrition. In any case, we consistently used littermate controls with corresponding genotypes in analysis.                                                                                                                                                       |
| Replication     | For all data presented in the manuscript, we examined at least three independent biological samples (three different mice) to ensure the reproducibility. For each series of the experiments, all attempts at replication were successful.                                                                                                                                                                                                                                                                        |
| Randomization   | The experiments were not randomized. We used all the available mice of the desired genotypes. Mice were allocated to particular groups based on results of PCR-genotyping typically performed around one week after birth. Covariates were controlled by considering multiple factors, such as genotypes and general phenotypical data (i.e. body weight). On principle, we did not observe any particular difference among groups.                                                                               |
| Blinding        | The investigators were not blinded to allocation during experiments and outcome assessment because it was impossible due to following reasons: samples were allocated to particular groups before experiments were initiated based on genotyping results, and given unique identifiers highlighting groups throughout experiments i.e. housing in cages, tissue collections, sample preparation and data acquisition. However, we did not pay particular attention to groups when we were measuring and counting. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

ThermoFisher/eBioscience  
 eFlour450-conjugated CD31 (390, Cat# 48-0311-82, Lot# 4301770)  
 eFlour450-conjugated CD45 (30F-11, Cat# 48-0451-82, Lot # 4295770)  
 eFlour450-conjugated Ter119 (TER-119, Cat# 48-5921-82, Lot# 4295840)  
 Allophycocyanin (APC)-conjugated CD31 (390, Cat# 17-0311-82, Lot# 4330203)  
 Allophycocyanin (APC)-conjugated CD45 (30F-11, Cat# 17-0451-82, Lot # 1966484)  
 Allophycocyanin (APC)-conjugated Ter119 (TER-119, Cat# 17-5921-82, Lot# 4295921)

ThermoFisher/Invitrogen  
 Alexa Fluor 647 donkey anti-rabbit IgG (H+L) (Cat# A31573, Lot# 1322326)  
 Alexa Fluor 633 goat anti-rat IgG (H+L) (Cat# A21049, Lot# 679064)

Sigma  
 Rabbit anti-perilipinA/B polyclonal antibody (Cat#1873, Lot# 018M4869V)

R & D systems  
 Goat anti ALPL polyclonal antibody (Cat# AF2910, Lot# WYM0116081)

EMD-Millipore  
 Rabbit anti-Sox9 polyclonal antibody (Cat# AB5535, Lot# 2922429)

Santa Cruz Biotechnology  
 Rat anti-endomucin (Emcn) monoclonal antibody (V.7C7Cat# sc65495, Lot# C2816)

Abcam  
 Rabbit anti-Myh3 polyclonal antibody (Cat# ab124205, Lot# GR3250681-1)

## Validation

All antibodies used here are commercially available. More detailed information about these antibodies is available on these manufacturers' websites. Briefly, Antibodies purchased from eBioscience were tested by flow cytometry analysis of mouse splenocytes and/or bone marrow cells. Antibodies from Invitrogen, Sigma, R&D systems, EMD-Millipore, Santa Cruz and Abcam were tested by immunohistochemistry.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

We used genetically modified mice (*mus musculus*) for this study. Most of the mouse line have been backcrossed to C57BL/6 background. We used female breeder mice in a FVB/N or C57BL/6 background. Mice with both sexes were used throughout their lifespan (up to 2 years of age). Mouse strains used in the study were as following: Col2a1-cre (JAX003554), Col2a1-creER (JAX006774), Fgfr3-creER (JAX025809), Dlx5-creER (JAX010705), Rosa26-CAG-loxP-stop-loxP-tdTomato (Ai14: R26R-tdTomato, JAX007914), Col1a1(2.3kb)-GFP (JAX013134), Osteocalcin-GFP (JAX017469), Osterix-mCherry (JAX024850), Ptch1-floxed (JAX030494), FVB/NJ (JAX001800) and C57BL/6J (JAX000664) mice were acquired from the Jackson laboratory. Fgfr3-GFP (MMRRC:031901-UCD) mice were acquired from the Mutant Mouse Resource and Research Centers. Osx-creER mice were provided from Dr. Henry Kronenberg. Cxcl12GFP/+ mice were provided from Dr. Takashi Nagasawa. Animal rooms were climate controlled to provide temperatures of 22-23°C, 40-65% of humidity on a 12 h light/dark cycle.

## Wild animals

No wild animals were used in the study.

## Reporting on sex

Sex was not considered in study design, as the study was initiated and completed before the mice reach sexual maturity. Assigning sex was impossible because the mice were pulsed and analyzed during prenatal periods. Data has not been disaggregated for sex. The number provided in the Reporting Summary includes both male and female mice. For the mice analyzed during postnatal periods, information regarding sex has been collected; however, the data from both sexes were aggregated because they were analyzed before sexual maturity.

## Field-collected samples

No field collected samples were used in the study.

## Ethics oversight

All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals approved by the University of Texas Health Science Center at Houston's Animal Welfare Committee (AWC), protocol AWC-21-0070, and the University of Michigan's Institutional Animal Care and Use Committee (IACUC), protocol 9496.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Soft tissues and epiphyses were carefully removed from dissected femurs. After removing distal epiphyseal growth plates and cutting off proximal ends, femurs were cut roughly and incubated with 2 Wunsch units of Liberase TM and 1mg of Pronase (Sigma/Roche 10165921001) in 2ml Ca<sup>2+</sup>, Mg<sup>2+</sup>-free HBSS at 37°C for 60 min on a shaking incubator (ThermomixerR, Eppendorf). After cell dissociation, cells were mechanically triturated using an 18-gauge needle with a 1ml Luer-Lok syringe (BD) and a pestle with a mortar (Coors Tek), and subsequently filtered through a 70µm cell strainer (BD) into a 50ml tube on ice to prepare single cell suspension. These steps were repeated for 5 times, and dissociated cells were collected in the same tube. Cells were pelleted and resuspended in an appropriate medium for subsequent purposes.

#### Instrument

BD LSR Fortessa (BDBiosciences)

#### Software

FACSDiva v8.0.1 (BD) & FlowJo 9.9.6 (TreeStar) software

#### Cell population abundance

Post-sort purity was not determined

#### Gating strategy

Single cells were first gated using FSC and SSC denominators. Negative 'unstained' control samples were always used as a reference to determine the demarcation between the positive and negative populations.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

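The data are 5 bulk RNA-seq libraries of Cxcl12-GFP hightdTomato+ cells sorted at P21 from mice pulsed with 3 mg of tamoxifen at E12.5, 3 libraries of Dlx5 CE-E12.5 cells and 2 libraries of Fgfr3 CE-E12.5 cells. The authors aligned the reads to mm10 with TopHat and Bowtie2, counted them on the genes of the Ensembl annotation with reporter sequences added, and deposited the counts without normalization. The paper's text does not name the counting program or its strand setting. The authors also deposited a depth-normalized signal for each gene, the counts divided by one size factor per library, and rlog values from DESeq2, a log2-scale transformation that shrinks genes with low counts toward their mean. The counts file lists 30046 features. Single-cell RNA-seq, imaging and colony assays of the paper were not analysed here.

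Libraries were assigned to groups from the sample labels, which number the Fgfr3 CE-E12.5 libraries 2 and 3 where the paper numbers them from 1. The replicate numbers that the groups share come from these labels and refer to different pools of mice. No pair of libraries differed by less than the sampling noise, so each was counted as 1 sample. This check finds a library entered more than once, and it cannot tell separate pools of mice from several libraries of 1 pool. If libraries of a group came from 1 pool, the SDs and p-values would not measure the spread between mice. Gene types, symbols and coordinates were taken from GENCODE mouse release M21 on GRCm38, the build that mm10 names, in which 29965 gene identifiers were found and 76 were not. Total counts ranged from 22035650 to 32563758 with a median of 27135553 in Dlx5 CE-E12.5 cells, and from 56355203 to 58166285 in Fgfr3 CE-E12.5 cells. At these depths, precision was limited by the number of libraries more than by the counts. Reads were amplified without molecular identifiers, so the smallest detectable amount of 3 counts covers counting error only.

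Counts were fitted with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test, one coefficient for the lineage and no covariates. Protein-coding genes and reporter sequences entered the test if their CPM was at least 10 in at least 2 libraries. The p-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p-value under 0.05 with an absolute log2 fold change above 1. The standard error of a log2 fold change was derived from the fold change and its F statistic. Where every library of a group had at most 3 counts, the fold was computed against that floor and given as a lower bound. Genes that failed the filter and that the paper names were fitted with all genes with a CPM of at least 1 in at least 2 libraries. Gene lists were compared with the called genes by one-sided Fisher's exact tests against all genes tested, adjusted over 48 tests. The lists were the cell cycle genes of Seurat 5.3.0, Reactome lists of fgsea 1.28.0 and hand-written marker lists. Gene Ontology terms were not analysed here. Principal components were computed from the deposited rlog values of the 100 most variable tested genes, centred and not scaled. Sequence shared between genes was measured as the percent of a gene's 50-base windows that occur in transcripts of another gene, on either strand. Figures were drawn with matplotlib from these results.

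The text names every gene that the paper names for this experiment or shows in Fig. 6d, the reporter and driver sequences, members of the lists tested, and the 5 genes with the largest change in each direction whose libraries do not overlap between the lineages. The fit was tested on simulated counts drawn from the means and library sizes of the real libraries. Of 200 genes changed in the simulation, 198 passed the filter and 198 were called, with 2 unchanged genes called among 9838 tested. Every simulated change was well above the fold change threshold, and far fewer genes were changed than were called in the data. The simulation therefore does not measure how well changes near the threshold are called. When a trend on GC content was added to the simulated counts, its removal lowered the number of unchanged genes called from 4648 to 4. The added trend was far steeper than that of the data (Spearman's rho 0.950 against 0.119), so this does not measure the removal of a weak trend.

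The alternatives were DESeq2's size factors or library size alone in place of TMM, edgeR's exact test, DESeq2 1.42.0's Wald test, limma 3.58.1's camera test for lists, other filters on low counts, all features in place of protein-coding genes, other thresholds, the replicate number as a block, each library left out in turn, and removal of ribosomal protein, histone and copied genes. For the principal components, other numbers of genes, all features, other transformations and scaling to unit variance were tried. A filter of a CPM of at least 10 in at least 1 library, removal of trends on GC content and on transcript length, principal components with 1 library left out, and marker lists of stromal subsets without the genes of Fig. 6d were added after seeing the data.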

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

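The tests on eyfp and iCre.ERT2 were chosen only after the counts of these sequences had been seen, and the tests on marker lists were written before the comparison was fitted.

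The reporter eyfp, which the paper does not discuss, had counts well above the smallest detectable amount in the Dlx5 libraries, with 2999 in the lowest of them, and 0 and 6 in the Fgfr3 libraries. A technical explanation is that reads of egfp, a close sequence, were placed on eyfp. The ratio of eyfp to egfp counts would then be alike in the 3 Dlx5 libraries, and its largest value was 1.39 times its smallest, at 0.967 to 1.34 eyfp counts per 100 egfp counts. The CPM of eyfp alone ran from 112 to 148 in these libraries, a spread no wider than that of the ratio, so eyfp does not follow egfp closely and the ratio does not tell misplaced reads from any other steady source. In the Fgfr3 libraries, which also carry egfp, the ratio was at most 0.00168 per 100, so misplaced reads would also need something that differs between the groups, such as the read length, and this could not be tested. The design gives no condition that would introduce a YFP gene, and no biological explanation was tested.

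The iCre.ERT2 sequence, which separates the Fgfr3 libraries by its high counts, was also counted in the Dlx5 libraries, with 451 counts in the lowest. If these were reads of the Dlx5-creER driver placed on a related sequence, iCre.ERT2 and cre counts would rise and fall together. Their ratio was 1.08, 1.11 and 1.14 in the 3 Dlx5 libraries, the largest being 1.05 times the smallest, which is consistent with driver reads shared between both sequences. The sequences that the authors added to the genome were not used here, so the overlap itself was not measured, and no biological explanation was tested.

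Haemoglobin transcripts took 1.43% of the counts in the lowest library, Fgfr3 replicate 2, and 3.32% in the highest, Dlx5 replicate 1. The paper does not discuss these genes, and sorted stromal cells would not be expected to have them. A larger share of erythroid RNA in the Fgfr3 samples was tested on 23 erythroid markers, whose median log2 fold change was 0.29. This is small beside the leukocyte lists, and the percent of haemoglobin overlapped between the groups. Some haemoglobin genes went the other way, with *Hba-a1* (log2 fold change -1.18) and *Hbb-bt* (-1.27) called higher in Dlx5. The list as a whole was not enriched there, with 2 of 23 genes (adjusted p = 1, one-sided Fisher's exact test, range over the alternatives 0.388 to 1). RNA from erythroid cells may be present in each library, and whether its share differs between the lineages is not settled. No biological explanation was tested.

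Neutrophil markers, which the paper's text does not discuss although Fig. 6e includes leukocyte terms, had a median log2 fold change of 2.21 toward the Fgfr3 libraries, and all 23 markers tested were higher there. Of these, 22 passed the thresholds (adjusted p = 1.1e-15, one-sided Fisher's exact test, and at most 1.5e-06 under the alternatives). RNA of leukocytes in the sorted Fgfr3 samples predicts that markers of several blood lineages rise together. The median log2 fold change was 2.01 for 30 pan-leukocyte markers, 1.17 for 15 markers of monocytes, macrophages or osteoclasts and 1.26 for 11 B cell markers. These medians go with leukocyte RNA in the Fgfr3 samples, while the erythroid median of 0.29 is under what was required. The B cell list was not enriched with the stated settings, at 5 of 11 genes (adjusted p = 0.0656, one-sided Fisher's exact test). It was enriched under 11 of 20 alternatives. A positive log2 fold change was found for 10 of the 11 B cell markers, and *Ebf1* was called higher in Dlx5 (-1.37). All 30 pan-leukocyte markers were also higher in Fgfr3 replicate 3 than in replicate 2, by a median of 1.00 on the log2 scale, and these libraries were sequenced alike. The erythroid markers moved the same way between these libraries, with 22 of 23 higher in replicate 3 and a median of 0.55, and 18 of 23 had a positive log2 fold change, so a smaller erythroid share is not ruled out. Under the paper's description, the number of libraries sequenced with the other group's instrument and read length was 0. The difference between the lineages then cannot be told apart from the sequencing. Transcription of these genes by the stromal cells themselves, or cells of another marrow region sorted with them, remains as a biological explanation that these data cannot separate from RNA of other cells.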

How the results depend on the processing

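The filter of a CPM of at least 10 in at least 1 library, the removal of trends on GC content and transcript length, the principal components with 1 library left out, and the Adipo-CAR and Osteo-CAR lists without the genes of Fig. 6d were chosen only after the results were seen, and the other alternatives were set before the data were examined.

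The numbers of genes past the thresholds, 1318 higher in Dlx5 and 1653 higher in Fgfr3, stayed within 1.5 times under 17 of 19 alternatives each, and no gene past the thresholds was called in the opposite direction under any of them. With no fold change threshold they were 2363 and 2517, and with glmTreat 659 and 1011, since each changes how large a change is required. Across the 3 fits that each left out one Dlx5 library they were 1225 to 1307 and 1560 to 1680, and no test could be made with 1 Fgfr3 library. Library size alone gave 1009 and 1985, the only scaling that moved the split of directions by over 10 percentage points, from 55.6% to 66.3% higher in Fgfr3, and 2662 of the 2971 genes were still called. edgeR's exact test, which the paper's legend names, gave 1327 and 1674.

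With the replicate number as a block, 1382 genes were higher in Dlx5 and 1678 higher in Fgfr3, and the adjusted p of *Col1a1* was 0.0525. Same-numbered libraries are different pools, and the correlation across genes of the difference between replicates 2 and 3 in the groups was 0.0432.

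The PC1 share of 96.0% was 94.9% with 500 genes, 88.5% with all tested genes and 94.0% with log2 depth-normalized counts. It ranged from 95.4% to 97.4% across the 5 fits that each left out one library. The lineages lay apart on PC1 under every choice of genes, values and scaling tried with all 5 libraries.

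Enrichment of G2/M-phase genes in Fgfr3 held under all 20 alternatives, and that of S-phase genes under 19, with an adjusted p of 0.106 under glmTreat. The Reactome list for transcriptional regulation of white adipocyte differentiation was not enriched in Dlx5 under any of 20. The ossification list was past the threshold in Dlx5 with library size alone (adjusted p 0.0426) and no filter (0.0349), in a range of 0.0349 to 0.62. In Fgfr3 it was past it with library size alone (0.0333), no filter (0.000939), a CPM of at least 1 (0.014) and no fold change threshold (0.0173), in a range of 0.000939 to 0.62. The causes were not tested. Translation genes in Dlx5 lost their enrichment (adjusted p 1) without ribosomal protein, histone and copied genes, when the called members went from 71 of 139 to 6 of 55. Without the genes of Fig. 6d, Osteo-CAR markers in Fgfr3 were no longer enriched, at 2 of 12 (unadjusted p 0.609), and Adipo-CAR markers in Dlx5 were 12 of 30 (unadjusted p 2.1e-04). Over the other list results, translation included, 25 became stronger and 20 weaker.

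No named gene changed direction in the fits run. Other thresholds and the removal of copied genes were not run for *Acan*, *Col9a1*, *Matn3* and *Ifitm5*. Leaving out an Fgfr3 library gave no value for *Acan*, *Col2a1*, *Col9a1*, *Matn3*, *Gm49369*, *1700047I17Rik2*, *Gm20503* and *Gm20431*, which then fail the filter. Among the named genes, 9 results lost their call, shared by *Sp7*, *Col1a1* and *Lpl*, whose changes lie near a threshold. With 2 Fgfr3 libraries, leaving one out moved the size of many changes, with a log2 fold change of *Lepr* from -1.49 to -0.45 and of *Kitl* from -3.73 to -2.16 across the 5 fits. The depth of at least 22035650 counts was not limiting, because thinning every library to that total left 2886 of the calls.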

Differences from the paper's values

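For each number the paper states, the value obtained with the paper's stated filter and thresholds was within 1.5 times. The paper gives 1379 genes higher in Dlx5 and 1854 higher in Fgfr3, against 1318 and 1653 here. Among the alternatives set before the data were examined, the number for Dlx5 differed by more than 1.5 times with no fold change threshold and with glmTreat, and the number for Fgfr3 with glmTreat. A filter of a CPM of at least 10 in at least 1 library, chosen after seeing the values, gave 1394 and 1815. The panel of Fig. 6c prints the larger number for Dlx5 and the smaller for Fgfr3, while the text and the legend have them the other way round, as here.

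The paper states 10542 genes after filtering in its methods and 10524 in the legend of Fig. 6c, against 10088 protein-coding genes and reporters here. All features in place of protein-coding genes gave 10845. A CPM of at least 8 in at least 2 libraries, tried after seeing the values, passed 10547 genes, and a CPM of at least 10 in at least 1 library, chosen after seeing the values, passed 10605.

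The paper gives 96.4% for PC1 and 2.1% for PC2, against 96.0% and 2.07%. With the 100 most variable of all features, an alternative set before the data were examined, the shares were 96.4% and 2.05%. Fig. 6b places Dlx5 replicate 1 far from replicates 2 and 3 on PC2, which lie near each other. Here, the 3 replicates were spread evenly, at -4.58, -0.04 and 4.81. With all features they lay at -7.71, 3.58 and 4.50, and with all tested genes at -18.2, 6.64 and 9.57, which is the arrangement shown.

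The paper lists *Fgfr3* and *Lepr* as differentially expressed. Their log2 fold changes were 0.68 and -0.94, so neither passed the fold change threshold in the paper's methods. With no fold change threshold both were called, at adjusted p-values of 0.0137 and 0.0383. The paper also marks *Acan*, *Col9a1*, *Matn3* and *Ifitm5* as differentially expressed, and these did not pass the paper's filter on the deposited counts. *Acan*, *Col9a1* and *Matn3* were called with a CPM of at least 1 in at least 2 libraries, with no filter and with a CPM of at least 10 in at least 1 library, the last chosen after seeing the values. *Ifitm5* was called with each of these and with at least 10 counts in every library. Of the 91 volcano plot names found by symbol, 75 passed the filter. The paper reports ossification among the enriched terms of both lineages. The hand-written ossification list, which is not the paper's term, was not enriched in either at an adjusted p of 0.0725 and 0.109, and passed the threshold in Dlx5 with library size alone or no filter, and in Fgfr3 with these, with a CPM of at least 1 and with no fold change threshold. Fat cell differentiation, a term the paper reports for Dlx5, was not tested itself. The Reactome list for transcriptional regulation of white adipocyte differentiation holds other genes and cannot decide about that term. It was not enriched in Dlx5 (adjusted p 0.93, one-sided Fisher's exact test), nor under any alternative.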

Other observations

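The tests of reads left uncounted for matching several copies and of the dilution of stromal RNA were chosen only after the results were seen.

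The large number of genes past the thresholds was compared with technical differences between the groups. Thinning every library to the smallest total left 2958 genes past the thresholds, so library size does not account for them. The log2 fold change was weakly related across tested genes to GC content (Spearman's rho 0.119) and to gene length (rho -0.14). Of the 2971 calls, 2805 and 2569 were still made after each trend was removed. In the highest decile of GC content, 26.7% of genes were called higher in Fgfr3 and 8.73% higher in Dlx5. These were 10.5% and 14.1% in the lowest decile, so the direction of the calls varied with GC content. The 100 most abundant features took 1.29 times the share of counts in Dlx5 that they took in Fgfr3. Of the called genes, 47.3% share no 50-base window with another gene. Genes sharing at least 50% of their windows were called in 41.2% of cases and genes sharing none in 29.2%, so reads shared between copies can account for a part of the calls at most. Among genes other than ribosomal protein genes, those sharing at least 50% of their windows were 2.23 times as often higher in Dlx5 as genes sharing none. This is in line with 50-base reads that match several copies being left uncounted in Fgfr3, for a minority of genes. Under the paper's description, 0 libraries were sequenced by the other group's instrument and read length. The remaining difference then cannot be told apart from the sequencing.

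Ribosomal protein genes were higher in Dlx5, with 65 of 83 past the thresholds and a median log2 fold change of -1.51. Fig. 6e lists cytoplasmic translation first for Dlx5, and the text does not discuss it. The enrichment held after removal of the trend on GC content (p = 1.3e-40, one-sided Fisher's exact test) and on gene length (p = 1.5e-37). With 64 and 59 of these genes still called, against 65 before, a trend common to all genes does not account for their difference. An effect of GC content or length particular to these genes is not excluded. If reads had moved from these genes to their copies in Fgfr3, processed pseudogenes of ribosomal protein genes would be higher in Fgfr3, but their median log2 fold change was -7.33, lower than that of the genes. Reads left uncounted because they match several copies would lower both. Across the 83 genes, Spearman's rho between the log2 fold change and the share of windows found elsewhere was -0.226 (permutation p = 0.0418, across genes, which are not independent). This is weaker than what was required when the test was written, and 15 genes sharing under 10% of their windows had a median of -1.42, with 12 of them called. Shared windows may therefore contribute but do not explain the whole difference, and sequencer and read length remain.

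Chondrocyte genes differed between the 2 Fgfr3 libraries. The median log2 ratio of replicate 2 over replicate 3 was 3.07, with 23 of 25 markers higher in replicate 2. For 14 markers under 1 CPM in every Dlx5 library, the ratio had a median of 16.2 and ran from 3.43 to 99.3. A candidate explanation is a share of growth-plate chondrocytes that differed between the sorted samples. Transcription of these genes in the stromal cells at a level that differs between pools cannot be told apart from it.

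Cell cycle genes were compared between the same libraries, since cycling blood cells in the sorted Fgfr3 samples could raise them. Their median log2 ratio of replicate 3 over replicate 2 was 0.20, against 1.00 for the pan-leukocyte markers, with 68 of 93 genes higher in replicate 3. The direction follows the leukocyte markers but the size does not, so cycling of the stromal cells and of other cells in the samples cannot be told apart.

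The adipocyte-related genes of Fig. 6d would be lower in Fgfr3 if the RNA of other cells diluted that of stromal cells, and they would then fall as far as egfp. The median of their log2 fold changes minus that of egfp was -0.92, from -2.01 for *Kitl* to -0.15 for *Lepr*, so dilution measured by egfp does not account for the difference in most of them. The tdtomato reporter fell further, with a log2 fold change of -1.26, and measured by it the median was -0.46, from -1.55 for *Kitl* to 0.31 for *Lepr*. This median is within what was allowed for dilution, although 5 of the 6 genes fell further than tdtomato. The CPM of tdtomato in Fgfr3 replicate 2 was 0.791 times that in replicate 3, while the 6 genes were 1.39 to 3.01 times as high in replicate 2, so they do not follow tdtomato between these libraries. They do go the same way as egfp, which was 1.32 times as high in replicate 2, the library with less leukocyte RNA. Dilution does not account for all of the 6 genes by either reporter, and how much of the difference it accounts for is not settled. The ratio of egfp to *Cxcl12* CPM was itself 0.517 ± 0.0555 (SD, n = 3) in Dlx5 and 0.949 ± 0.035 (SD, n = 2) in Fgfr3, although both are read from one locus. Whether this ratio depends on the read length was not tested. A lower expression of these genes in Fgfr3, beyond what dilution can account for, is a hypothesis that cannot be told apart from the sequencing.

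Immediate early genes, which rise with handling time or stress, were 8 of 28 higher in Dlx5 with an adjusted p of 0.0656 (range over the alternatives 0.00263 to 1, one-sided Fisher's exact test). The median log2 fold change was -0.60, with 21 of 28 lower in Fgfr3. A different handling of the sorts does not pass the threshold with the stated settings, and it does under 5 of 20 alternatives.

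The transcript *Xist*, which is made from the inactive X chromosome of female cells, had a CPM of 129, 117 and 111 in the Dlx5 libraries and of 25.5 and 0.126 in the Fgfr3 libraries. Its log2 fold change was -3.19 (adjusted p = 0.104, edgeR's quasi-likelihood test on all features), and the median for 4 Y-linked genes was -0.28. Fewer female mice in the Fgfr3 pools would lower *Xist* and raise the Y-linked genes. All 4 of these were lower in Fgfr3, none past the thresholds, with adjusted p-values of 0.205 to 0.925 (edgeR's quasi-likelihood test). Changes this small do not show the rise, and they cannot exclude that explanation. The difference between the lineages did not pass the threshold, and the 2 Fgfr3 libraries differed from each other by more than the Dlx5 libraries did. *Xist* had 8 counts in Fgfr3 replicate 3, and its CPM was lower in both Fgfr3 libraries than in every Dlx5 library. A smaller share of female cells is left open for both, most of all for replicate 3. The CPM in replicate 3 was higher than in replicate 2 for *Kdm5d* (11.5 against 8.40), *Uty* (15.2 against 14.4) and *Eif2s3y* (43.6 against 27.0). It was lower for *Ddx3y* (71.7 against 78.6). The paper states that mice of both sexes were used.

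A list of genes of periosteal and muscle-adjacent fibroblasts had 9 of 16 genes higher in Dlx5 (adjusted p = 0.00025, at most 0.0173 under the alternatives, one-sided Fisher's exact test), with a median log2 fold change of -1.23. The gene *Dlx5* itself had a log2 fold change of 0.79 toward Fgfr3 (adjusted p = 0.0149, edgeR), under the fold change threshold.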
